# Glucose-lactose mixture feeds in industry-like conditions: a gene regulatory network analysis on the hyperproducing *Trichoderma reesei* strain Rut-C30

**DOI:** 10.1186/s12864-020-07281-8

**Published:** 2020-12-10

**Authors:** Aurélie Pirayre, Laurent Duval, Corinne Blugeon, Cyril Firmo, Sandrine Perrin, Etienne Jourdier, Antoine Margeot, Frédérique Bidard

**Keywords:** *Trichoderma reesei* Rut-C30, Carbon sources, Cellulases, Transcriptome, Fed-batch fermentation, Data science, Gene regulatory network

## Abstract

**Background:**

The degradation of cellulose and hemicellulose molecules into simpler sugars such as glucose is part of the second generation biofuel production process. Hydrolysis of lignocellulosic substrates is usually performed by enzymes produced and secreted by the fungus *Trichoderma reesei*. Studies identifying transcription factors involved in the regulation of cellulase production have been conducted but no overview of the whole regulation network is available. A transcriptomic approach with mixtures of glucose and lactose, used as a substrate for cellulase induction, was used to help us decipher missing parts in the network of *T. reesei* Rut-C30.

**Results:**

Experimental results on the Rut-C30 hyperproducing strain confirmed the impact of sugar mixtures on the enzymatic cocktail composition. The transcriptomic study shows a temporal regulation of the main transcription factors and a lactose concentration impact on the transcriptional profile. A gene regulatory network built using BRANE Cut software reveals three sub-networks related to *i*) a positive correlation between lactose concentration and cellulase production, *ii*) a particular dependence of the lactose onto the *β*-glucosidase regulation and *iii*) a negative regulation of the development process and growth.

**Conclusions:**

This work is the first investigating a transcriptomic study regarding the effects of pure and mixed carbon sources in a fed-batch mode. Our study expose a co-orchestration of *xyr1*, *clr2* and *ace3* for cellulase and hemicellulase induction and production, a fine regulation of the *β*-glucosidase and a decrease of growth in favor of cellulase production. These conclusions provide us with potential targets for further genetic engineering leading to better cellulase-producing strains in industry-like conditions.

**Supplementary Information:**

The online version contains supplementary material available at (doi:10.1186/s12864-020-07281-8).

## Background

Given current pressing environmental issues, research around green chemistry and sustainable alternatives to petroleum is receiving increased attention. A promising substitute to fossil fuels resides in second generation bio-ethanol, an energy source produced through fermentation of lignocellulosic biomass. One of the key challenges for industrial bio-ethanol production is to improve the competitiveness of plant biomass hydrolysis into fermentable sugars, using cellulosic enzymes.

The filamentous fungus *Trichoderma reesei*, because of its high secretion capacity and cellulase production capability, is the most used microorganism for the industrial production of cellulolytic enzymes. The *T. reesei* QM6a strain, isolated from the Solomon Islands during the Second World War [1], was improved through a series of targeted mutagenesis experiments [2–5]. Among the variety of mutant strains, Rut-C30 is actually known as the reference hyper-producer [6, 7], and its cellulase production is 15-20 times that of QM6a [8]. Comparison of genomes of the Rut-C30 strain and its ancestor QM6a brings to light the occurrence of numerous mutations including 269 SNPs, eight InDels, three chromosomal translocations, five large deletions and one inversion [9–14]. Alas among them, only few mutations have been proved to be directly linked to the hyper-producer phenotype [10, 15], the most striking one being the truncation of the gene *cre1* [9]. CRE1 is the main regulator of catabolite repression which mediates the preferred assimilation of carbon sources of high nutritional value such as glucose over others [16]. The truncated form retaining the 96 first amino acids and results in a partial release of catabolite repression [9] and more surprisingly turns CRE1 into an activator [17]. While most specificities (mutations, deletions, etc.) of the genetic background of Rut-C30 are seemingly unrelated to the production of cellulases [13], their impact should not be totally neglected and assesed according to a dedicated experimental design.

In *T. reesei*, the expression of cellulases is regulated by a set of various transcription. Beside the carbon catabolite repressor CRE1, the most extensively studied is the positive regulator XYR1 which is needed to express most cellulase and hemicellulase genes [18, 19]. Other transcription factors involved in biomass utilization have been characterized: ACE1 [20], ACE2 [21], ACE3 [22], BGLR [15], HAP 2/3/5 complex [23], PAC1 [24], PMH20, PMH25, PMH29 [22], XPP1 [25], RCE1 [26], VE1 [27], MAT1-2-1 [28], VIB1 [29, 30], RXE1/BRLA [31] and ARA1 [32]. Moreover, transcription factors involved in the regulation of cellulolytic enzymes have also been characterized in other filamentous fungi: CLR-1 and CLR-2 in *Neurospora crassa* [33] or AZF1 [34], PoxHMBB [35], PRO1, PoFLBC [36] and NSDD in *Penicillium oxalium* [37, 38]. Yet, their respective function has not yet been established in *T. reesei*. Among the mentioned regulators, some are specific to cellulases or xylanases genes, or to carbon sources while others are global regulators, e.g. PAC1, which is reported to be a pH response regulator. This profusion of transcription factors reveals the complexity of the regulatory network controlling cellulase production. Better understanding links between regulators could be a major key in improving the industrial production of enzymes.

Gene Regulatory Network (GRN) inference methods are computational approaches mainly based on gene expression data and data science to build representative graphs containing meaningful regulatory links between transcription factors and their targets. GRN may be useful to visualize sketches of regulatory relationships and to unveil meaningful information from high-throughput data [39]. We employed BRANE Cut [40], a Biologically-Related Apriori Network Enhancement method based on graph cuts, previously developed by our team. It has been proven to provide robust meaningful inference on real and synthetic datasets from [41, 42]. In complement to classical analysis, such as differential expression or gene clustering, the graph optimization of BRANE Cut on *T. reesei* RNA-seq is likely to cast a different light on relationships between transcription factors and targets.

While cellulose is the natural inducer of cellulase production, authors in [43] showed that, in *Trichoderma reesei*, the lactose is capable to play the role of cellulase inducer. For this reason, this carbon source is generally used in the industry to induce the cellulase production in *T. reesei*. Efficient enzymatic hydrolysis of cellulose requires the synergy of three main catalytic activities: cellobiohydrolase, endoglucanase and *β*-glucosidase. The cellobiohydrolases cleave D-glucose dimers from the ends of the cellulose chain. Endoglucanases randomly cut the cellulose chain providing new free cellulose ends which are the starting points for cellobiohydrolases to act upon, hydrolyze cellobiose to glucose, thereby preventing inhibition of the rest of enzymes by cellobiose [44]. It is well known that in *T. reesei*, *β*-glucosidase activity [45, 46] has generally been found to be quite low in cellulase preparations [47]. It causes cellobiose accumulation which in turn leads to cellobiohydrolase and endoglucanase inhibition. To overcome this low activity, different strategies have been experimented: supplementation of the enzymatic cocktail with exogenous *β*-glucosidase [48, 49], construction of recombinant strains overexpressing the native enzyme [47, 50, 51], expressing more active enzymes or modifying the inducing process to promote the production of *β*-glucosidase. This latest approach was performed by using various sugar mixtures to modify the composition of the enzymatic cocktail [52]. Thus, an increase of *β*-glucosidase activity in the cocktail can be achieved by using a glucose-lactose mixture, also favorable in terms of cost.

In the present study, fed-batch cultivation experiments of the *T. reesei* Rut-C30 strain, using lactose, glucose and mixtures of both were performed. We chose to analyze this reference strain for industrial production because of its superior cellulase production capacity. The other reference strain for academic studies, QM9414, has for instance a much lower productivity (amount of extracellular protein and cellulase activity) [7]. Rut-C30 is impaired in CRE1-dependent catabolite repression, which modifies the regulatory network. This truncation entails the interest for this strain, while making the understanding of its mechanisms complicated. Our objective is therefore to analyze transcriptomes with different sugar mixtures with a hyperproducing strain under industry-like conditions. As observed previously, productivity was increased with the proportion of lactose in the mixture and an higher *β*-glucosidase activity was measured in the mixture conditions compare to pure lactose. To explore the molecular mechanisms underlying these results, a transcriptomic study was performed at 24 h and 48 h after the onset of cellulase production triggered by the addition of the inducing carbon source lactose. An overall analysis reveals significant impact of lactose/glucose ratios on the number of differentially expressed genes and, to a lesser extent, of sampling times. According to the following clustering analysis, three main gene expression profiles were identified: genes up or down regulated according to lactose concentration and genes over-expressed in the presence of lactose but independently of its proportion in the sugar mix. Interestingly, expression profile of these genes sets overlaps productivity and *β*-glucosidase curve confirming a transcripomic basis of the phenotypes observed. As transcription factors were identified in all transcriptomic profiles, we decided to deepen our understanding on the regulation network operating during cellulase production in *T. reesei* Rut-C30. A system biology analysis with BRANE Cut network selection was carried out to inferred links between differentially regulated transcription factors and their targets. Results highlight three sets of subnetworks, one directly linked to cellulases genes, one matching with *β*-glucosidase expression and the last one connected to developmental genes.

## Results

### Cellulase production is increased with lactose proportion but *β*-glucosidase activity is higher in glucose-lactose mixture

In order to study its transcriptomic behavior on various carbon sources, *T. reesei* Rut-C30 was cultivated in fed-batch mode in a miniaturized experimental device called “fed-flask” [53], allowing us to obtain up to 6 biological replicates with minimal equipment. Cultures were first operated for 48 h in batch mode on glucose for initial biomass growth (resulting in around 7 g L ^−1^ biomass dry weight), then fed with different lactose/glucose mixtures e.g. pure glucose (G_100_), pure lactose (L_100_), 75 % glucose + 25 % lactose mixture (G_75_-L_25_), and 90 % glucose + 10 % lactose mixture (G_90_-L_10_).

As expected, pure lactose feed resulted in highest protein production, with 2.6 g L ^−1^ protein produced during fed-batch, at a specific protein production rate (*q*_*P*_) of 7.7 ± 1.1 mg g ^−1^ h ^−1^ (Fig. 1a and b). The final protein concentration on pure lactose may appear low (≈3g/L), but the specific productivity is high, similar to that obtained in a bioreactor. In addition, as displayed in Additional file 1, the whole fed substrate is converted into proteins as no biomass is produced during the pure lactose feeding. Hence, despite the low value of protein concentration obtained in our “fed-flask” conditions, these observations show that cellulase induction is at its maximum level. Glucose feed resulted in almost no protein production (*q*_*P*_ 15 times lower than on lactose) but in biomass growth (4.2 g L ^−1^ biomass produced during fed-batch, see Additional file 1) while glucose/lactose mixtures resulted in intermediate profiles, with 0.6 g L ^−1^ protein produced on 10 % lactose (G_90_-L_10_), and 1.4 g L ^−1^ protein produced on 25 % lactose (G_75_-L_25_). We then determined the filter paper and *β*-glucosidase activities at 48 h after the beginning of fed-batch (Fig. 1c and d): filter paper activity is correlated to lactose amounts whereas *β*-glucosidase activity is higher in carbon mixture. The obtained results are in accordance with the ones obtained in [53], allowing us to assume the absence of residual sugar accumulation in the medium during the fed-batch.

**Fig. 1:**
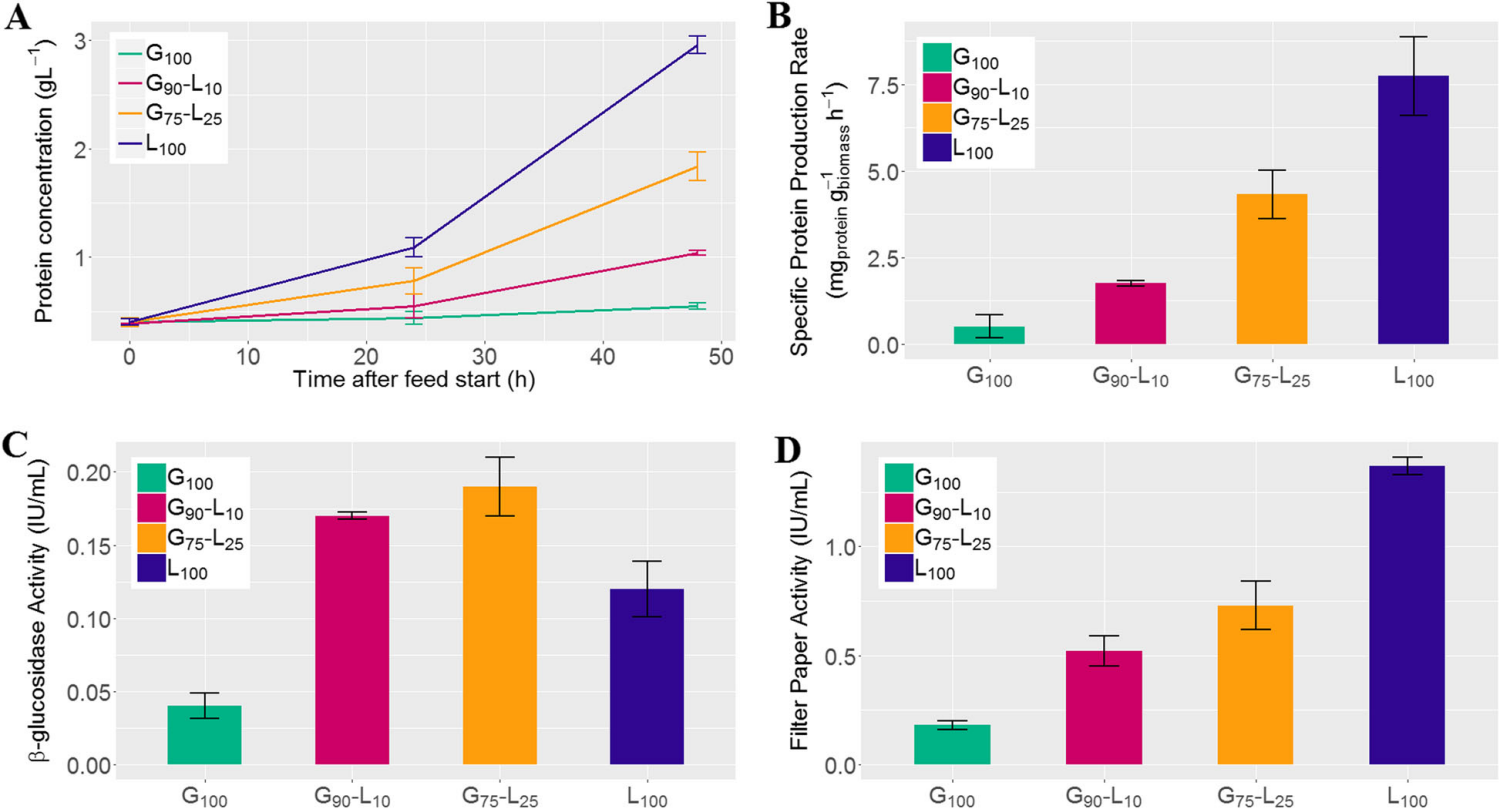
Protein production on different sugar sources in fed-batch mode. **a** monitoring of protein concentration during fed-batch. For the different glucose-lactose content in feed (G_100_, G_90_-L_10_, G_75_-L_25_, L_100_), **b** reports the specific protein production rate, **c** the final *β*-glucosidase activity and **d** the final filter paper activity. Reported values are average and standard deviation of the biological replicates

### Differentially expressed gene identification

This study aims at better understanding the effect of the lactose on the transcriptom of *T. reesei* Rut-C30, but not during the early lactose induction as in [54]. For this reason, we chose to extract RNA at 24 h and 48 h after the fed-batch start for further transcriptomic analysis.

Analysis of glucose, lactose and mixture effects was performed to identify differentially expressed (DE) genes between conditions. Specifically, to refine the understanding of the lactose effect on the cellulase production, the gene expressions on various lactose proportions (G_90_-L_10_, G_75_-L_25_, L_100_) at 24 h and 48 h have been differentially evaluated regarding gene expression obtained on pure sugar e.g. glucose (G_100_) or lactose (L_100_) at 24 h and 48 h. 

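RNA from the fed-batch cultures of *T. reesei* Rut-C30 was sequenced, and the authors deposited for each of 36 libraries the number of reads they counted on each gene, without normalization. Pure glucose (G100) and pure lactose (L100) have 6 libraries each at 24 h and at 48 h, while G75-L25 has 4 and G90-L10 has 2. Library labels start with 2014 for the pure feeds and with 2015 for the mixtures, so a difference between mixtures and pure feeds cannot be told apart from a difference between these years. The labels number the libraries serially and name no culture, so no library at 24 h was paired with a library at 48 h. Total counts per library ranged from 9955798 to 49808747, with a median of 23493202. Counting intervals and limits cover counting error alone. Of the genes in the files, 8347 passed edgeR's filter on low counts, which was set to a minimum of 10. A quasi-likelihood model with a mean for each of the 8 groups of feed and time was fitted to these counts, normalized by TMM, and its p-values were adjusted over the tested genes by the Benjamini-Hochberg method. A gene was counted as differentially expressed (DE) at an adjusted p below 0.001 and an absolute log2 fold change above 2, the thresholds of the Methods. The 10 genes with the most counts held from 5.93 to 7.91% of the counts of a G100 library at 24 h and from 27.6 to 31.6% of those of an L100 library. With scaling by library size alone, the median log2 fold change of all genes moved by -0.59 for L100 against G100 at both times. For G75-L25 against G100 the same shift was -0.37 at 24 h and -0.32 at 48 h, and for G90-L10 it was -0.15 and -0.10.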

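The log2 fold changes against G100 that Additional file 3 lists were compared with those computed from every subset of the libraries of each group, over at most 649 genes. For G75-L25 with its 4 libraries the median absolute difference was 0.187 at 24 h and 0.254 at 48 h. Without library 2015_430 at 24 h it fell to 0.00575, and without library 2015_431 at 48 h to 0.00403. For L100 at 48 h the difference was 0.273 with all 6 libraries and 0.0594 without library 2014_274, while the next closest subset reached 0.0609. The other groups came closest with all their libraries, with differences from 0.00289 to 0.0125. The text of the paper names no library as left out and gives no reason for it. This set of 33 libraries was found after the data were examined, and values over it are therefore given together with those over all 36. In 2014_274 the cellobiohydrolase CBH1 had 4150 CPM, which are counts scaled to the library's TMM-normalized size, against 159000 to 206000 in the other 5 L100 libraries at 48 h. The LPMO CEL61A had 6140 CPM in 2015_430, against 2620 to 2980 in the other 3 G75-L25 libraries at 24 h. In 2015_431 it had 7140 CPM, against 2540 to 2970 in the other 3 at 48 h.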

The comparison to both pure glucose and pure lactose feeds leads to ten comparisons (summarized on the circuit design displayed in Additional file 2. The use of two distinct references conditions increases the chances to identify relevant gene expression clusters by exploring a wider gene expression pattern. The number of DE genes obtained for each of the comparisons is displayed in Fig. 2. 

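Against pure lactose, 104 genes were DE on G90-L10 and 25 on G75-L25 at 24 h over the 33 libraries, and at 48 h these counts were 209 and 161. Over all 36 libraries the counts were 11 and 6 at 24 h and 44 and 27 at 48 h. For G90-L10 against L100 at 24 h, leaving out the single library 2014_274 moved the count over the remaining libraries to 87, more than any alternative apart from those on the 33 libraries. That library belongs to the other sampling time and enters this comparison only through the estimate of the spread that the groups share. The 6 genes DE between G75-L25 and L100 at 24 h over 36 libraries were IDs 121818, 122734, 69652, 124051, 105798 and 123283, named after their values were seen, and each was also DE over the 33 libraries.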

For a better intelligibility of the results, we focus on DE genes compared to the pure glucose (G_100_) reference.

**Fig. 2:**
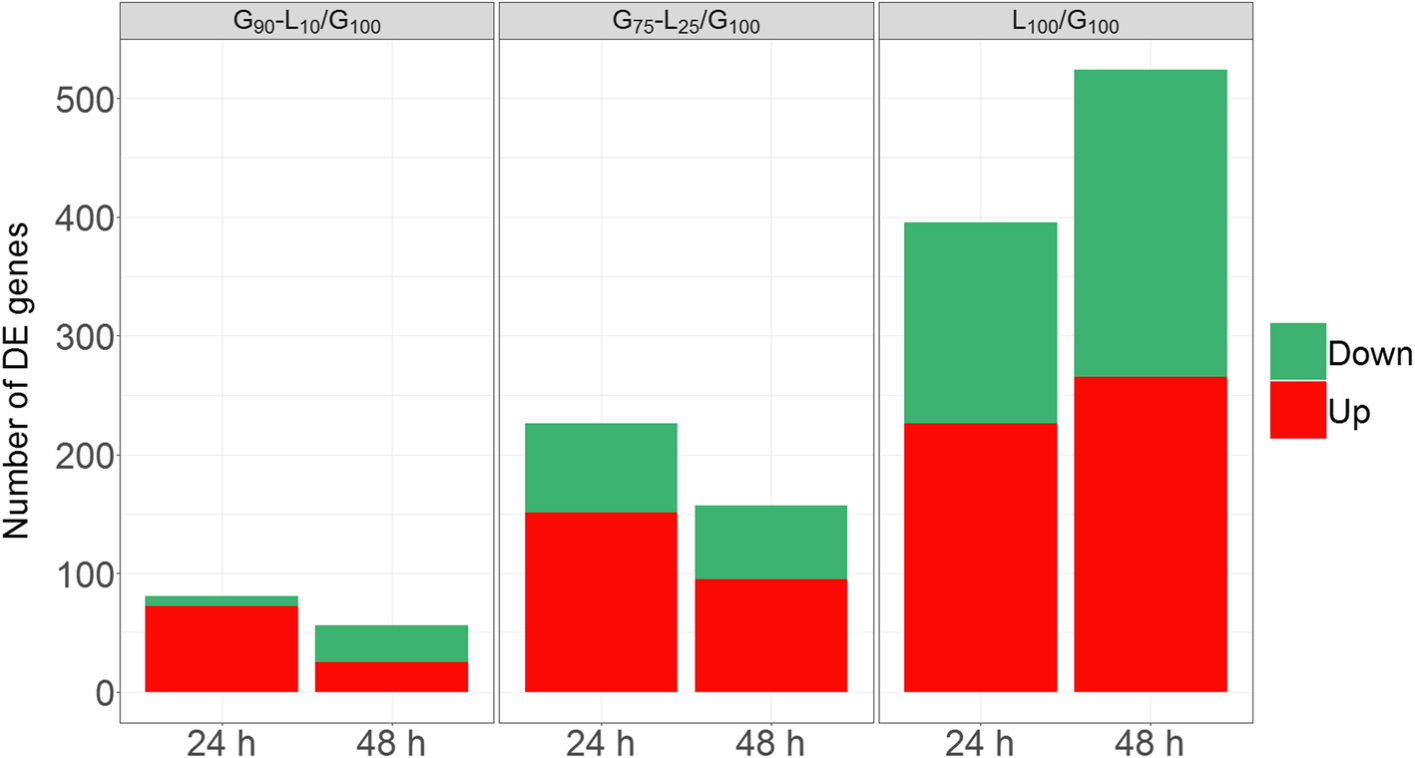
Differentially expressed genes of Rut-C30 on various of carbon sources mixtures. Number of over- (up, in red) and under-expressed (down, in green) genes on different mixed carbon source media (G_90_-L_10_, G_75_-L_25_, L_100_) at 24 h and 48 h

From a global overview, at 24 h, 427 genes are differentially expressed and the number of DE genes increases with the level of lactose. In addition, these DE genes are up-regulated. 

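At 24 h and over the 33 libraries, 94 genes were DE against G100 on G90-L10, 240 on G75-L25 and 423 on L100. They made up 451 distinct genes, of which 426 are among the 650 genes of Additional file 3. With all 36 libraries, the counts were 19, 167 and 352, or 367 distinct genes. Of the alternatives, a threshold of 1 in place of 2 on the absolute log2 fold change moved the last count most, to 1025 genes over the 36 libraries. In a direct comparison of G75-L25 with G90-L10 at 24 h, no gene (0) was DE over either set of libraries. An unadjusted p below 0.05 was reached by 1680 genes over the 33 libraries and by 1251 over the 36.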

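Over the 33 libraries, 82 of the genes DE at 24 h on G90-L10, 161 of those on G75-L25 and 235 of those on L100 had a higher count than on G100, while 12, 79 and 188 had a lower count. In the full set of 36 libraries, 144 genes on G75-L25 and 226 on L100 were higher, and 23 and 126 were lower. The share of up-regulated genes depended on the scaling. With library size alone over the 36 libraries it was 66.7% on G75-L25, in place of 86.2% with TMM, and 32.2% on L100, in place of 64.2%.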

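At 48 h, 63 genes were DE against G100 on G90-L10, 195 on G75-L25 and 586 on L100 over the 33 libraries, or 621 distinct genes. When all 36 libraries were used, the counts were 7, 98 and 292, or 304 distinct genes. Without the library 2014_274 alone, the count on L100 was 580 and the number of distinct genes 604. The up-regulated genes numbered 32 on G90-L10 and 106 on G75-L25 over the 33 libraries, and the down-regulated ones 31, 89 and, on L100, 314. Of the genes DE on L100, 46.4% were thus up-regulated. This balance depended on the libraries, since over all 36 the genes up and down numbered 86 and 12 on G75-L25 and 218 and 74 on L100, or 74.7% up. The comparison of G75-L25 with G90-L10 at 48 h gave 0 DE genes over both sets of libraries, while 1663 genes had an unadjusted p below 0.05 over the 33 libraries and 1307 over the 36.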

Results obtained at 48 h lead to 552 DE genes and its number increases with the level of lactose. These results, displaying an increasing number of differentially expressed genes according to the lactose level between 24 h and 48 h, are in accordance with the specific protein production rate results previously presented (cf Fig. 1). Note that this increase is essentially inherent to the threshold of 2 on the log fold-change. Indeed, at 24 h, some genes are considered as non differentially expressed although they are on the verge of becoming one, and then appear at 48 h.

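Of the genes DE on L100 at 48 h over the 33 libraries, 358 were also DE at 24 h and 228 were not. All 228 had changed in the same direction at 24 h, 194 of them by more than 1 on the log2 scale, and 165 had an adjusted p below 0.001 at 24 h (edgeR). Their median absolute log2 fold change was 1.58 at 24 h and 2.39 at 48 h. The change from 24 h to 48 h differed between L100 and G100 for 79 of them at an adjusted p below 0.05 (interaction term). Across the 36 libraries, 84 genes were DE on L100 at 48 h and not at 24 h, 81 of them with the same direction at 24 h and 70 with a change above 1.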

We then focused on the intertwined effects i.e. the impact of time regarding each carbon source mixture. On pure lactose (L_100_), the number of DE genes increases between 24 h and 48 h. On the contrary, for both the minimal and the intermediate level of lactose (e.g. G_90_-L_10_ and G_75_-L_25_), the number of DE genes decreases between 24 h and 48 h. We observe that this diminution between the early and the late time samplings on low lactose quantity is mainly due to the diminution of over-expressed genes. This result suggests that a belated process only appears on pure lactose.

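On G75-L25 and over the 33 libraries, 141 genes were DE at both times, 99 at 24 h only and 54 at 48 h only. On G90-L10 the corresponding counts were 37, 57 and 26. For the 36 libraries together, 79 genes were DE at both times on G75-L25, 88 at 24 h only and 19 at 48 h only. The number of down-regulated genes did not fall with time over the 33 libraries on either mixture, whereas over the 36 it fell from 23 to 12 on G75-L25 and was 1 at both times on G90-L10. On L100, 65 genes were DE at 24 h only over the 33 libraries. Over the 36 libraries these were 144, so that the count on L100 fell with time when the library 2014_274 was included.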

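Whether the response to a feed differed between the sampling times was tested with the interaction of feed and time against G100 at an adjusted p below 0.05 (edgeR, Benjamini-Hochberg). Within the 33 libraries, 542 genes passed this test for L100, 235 with a higher and 307 with a lower log2 fold change at 48 h, and the effect was larger at 48 h for 382 of them. For G75-L25, 22 genes passed. For G90-L10 the count was 0, with 712 genes at an unadjusted p below 0.05. Over all 36 libraries 2 genes passed for L100, IDs 105222 and 104461. For G75-L25 5 genes passed, IDs 53381, 77031, 123030, 51528 and 68850, named after their values were seen, and the last did not pass over the 33 libraries. For G90-L10 the count was again 0, with 354 genes at an unadjusted p below 0.05. The smallest adjusted p over the 33 libraries belonged to the chitinase CHI18-9 (ID 72339), whose log2 fold change on L100 rose by 1.11 ± 0.14 (SE, adjusted p = 7.24e-05), from 2.21 at 24 h to 3.32 at 48 h. ID 70108 rose by 0.90 and ID 120030 by 2.25. Among the genes whose log2 fold change went down was the xylanase XYN5 (ID 112392). Its fold change fell by 1.86 ± 0.28 (SE, adjusted p = 6.11e-04), from 5.77 to 3.92. That of ID 107202 fell by 1.57 ± 0.21 (adjusted p = 1.94e-04). On G100 itself XYN5 rose by 2.32 on the log2 scale from 24 h to 48 h. This rise on the reference exceeds the fall of the fold change, so XYN5 did not fall on L100. From the numbers of DE genes on the mixtures and on L100 at the 2 times, the paper proposes that a belated process appears on pure lactose only.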

Eventually, we checked whether the genes mutated in Rut-C30, by comparison to QM6a, are differentially expressed in our conditions (see Additional file 3). While the total number of mutated genes at the genome scale is 166 (1.8 %), we only found 12 of them in Rut-C30 which are also differentially expressed (1.8 %). Hence, we cannot conclude to an enrichment of mutated genes responsible for cellulase production on lactose. This result is consistent with [54], which demonstrates the weak impact of random mutagenesis on transcription profiles related to cellulase induction and the protein production system.

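Additional file 3 lists 180 mutations of Rut-C30 in 166 genes. Over the 33 libraries, 15 of the 724 genes that were DE in at least 1 of the 10 comparisons carry a mutation (2.07%), against 132 of the 8335 genes tested (1.58%). The odds ratio was 1.36 (two-sided Fisher's exact test, p = 0.274). With all 36 libraries, 6 of 471 DE genes were mutated (1.27%), with an odds ratio of 0.794 (Fisher's exact test, p = 0.706). For the 650 genes of Additional file 3, 12 of the 646 tested were mutated, with an odds ratio of 1.2 (Fisher's exact test, p = 0.512), and against all genes in the files the odds ratio was 1.02 (p = 0.879). The direction of the odds ratio therefore depended on the gene list, and none of these tests separated it from 1. From the equal shares of mutated genes in the genome and among the DE genes, the paper reasons that it cannot conclude to an enrichment.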

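Of the genes DE in any of the 10 comparisons over the 33 libraries, 634 are among the genes of Additional file 3 and 90 are not, while 16 genes of that list were not DE. When all 36 libraries were used, 441 DE genes are on the list and 30 outside it, and 209 genes of the list were not DE. The count files lack 1 gene of the list.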

Subsequent analyses are based on the 650 genes identified as DE in at least one of the ten studied comparisons.

### Gene clustering and functional analysis

To detect functional changes on lactose, we performed a clustering on the previously selected 650 genes. For this purpose, each gene is related to a ten-point expression profile corresponding to the ten log2 expression ratios (base-2 logarithm of expression ratios between two conditions according to the circuit design detailed in Additional file 2. Gene clustering was performed using an aggregated *K*-means classifier (detailed in the Materials and Methods section). Among the five distinct profiles identified (Fig. 3 and Additional file 3 for the exhaustive list of genes), three main trends appear, when we compare the gene expression on lactose relatively to on glucose. The first trend encompasses genes under-expressed on lactose, in a monotonic manner at 24 h and 48 h and is found in two clusters, denoted by $\mathcal {D}_{+}$ and $\mathcal {D}_{-}$ ($\mathcal {D}$ for down-regulation). Conversely, observed in two others clusters named $\mathcal {U}_{+}$ and $\mathcal {U}_{-}$ ($\mathcal {U}$ for up-regulation), the second trend refers to genes over-expressed on lactose in a monotonic manner at 24 h and 48 h. The last trend concerns genes over-expressed on lactose, but where the amount of lactose affects the gene expression in an uneven manner. This trend is recovered in a unique cluster denoted by $\mathcal {U}_{\simeq }$.

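The clusters of Additional file 3 were compared with an aggregated *K*-means of the log2 fold changes computed here, with 5 clusters, 10 runs and 646 genes. The adjusted Rand index, which is 1 for identical clusterings and near 0 for unrelated ones, was 0.804 over the 33 libraries and 0.631 over all 36. With each run the best of 20 random starts, chosen after the data were seen, it was 0.985 over the 33 libraries and 0.600 over the 36. The 33 libraries were chosen for fold changes close to those that the paper clustered. Their agreement with the clusters is thus not independent. For the fold changes printed in Additional file 3 with single starts it was 0.826. Of the alternatives computed from the counts of the 36 libraries, Ward clustering moved the index most, from 0.631 to 0.496. Each library's median over the genes of a cluster, relative to the mean of the G100 libraries at the same time, is shown per feed and time. In the uneven cluster (written U~), the G75-L25 libraries of the 33 lay from 2.37 to 2.52 at 24 h, while 2015_430 lay at 1.2.

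**Figure D1:**
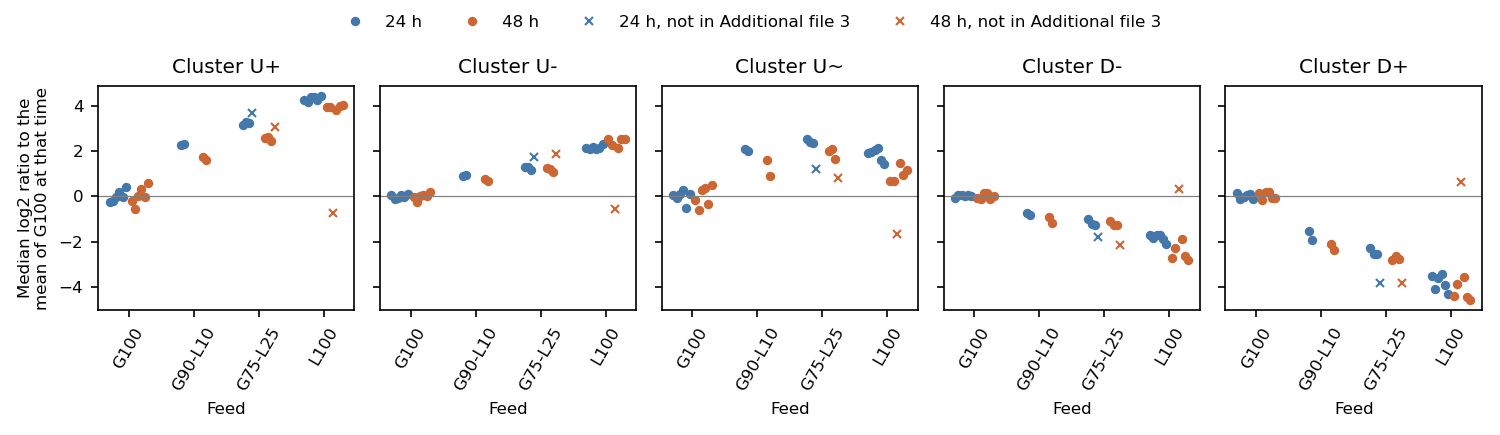
Median log2 ratio of each library to the mean of the G100 libraries at the same time, over the genes of each of the 5 clusters of Additional file 3, by feed and sampling time. Points are libraries, and crosses mark 2015_430, 2015_431 and 2014_274, the last of which lies at -0.74 in U+ and at 0.65 in D+ at 48 h.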

**Fig. 3:**
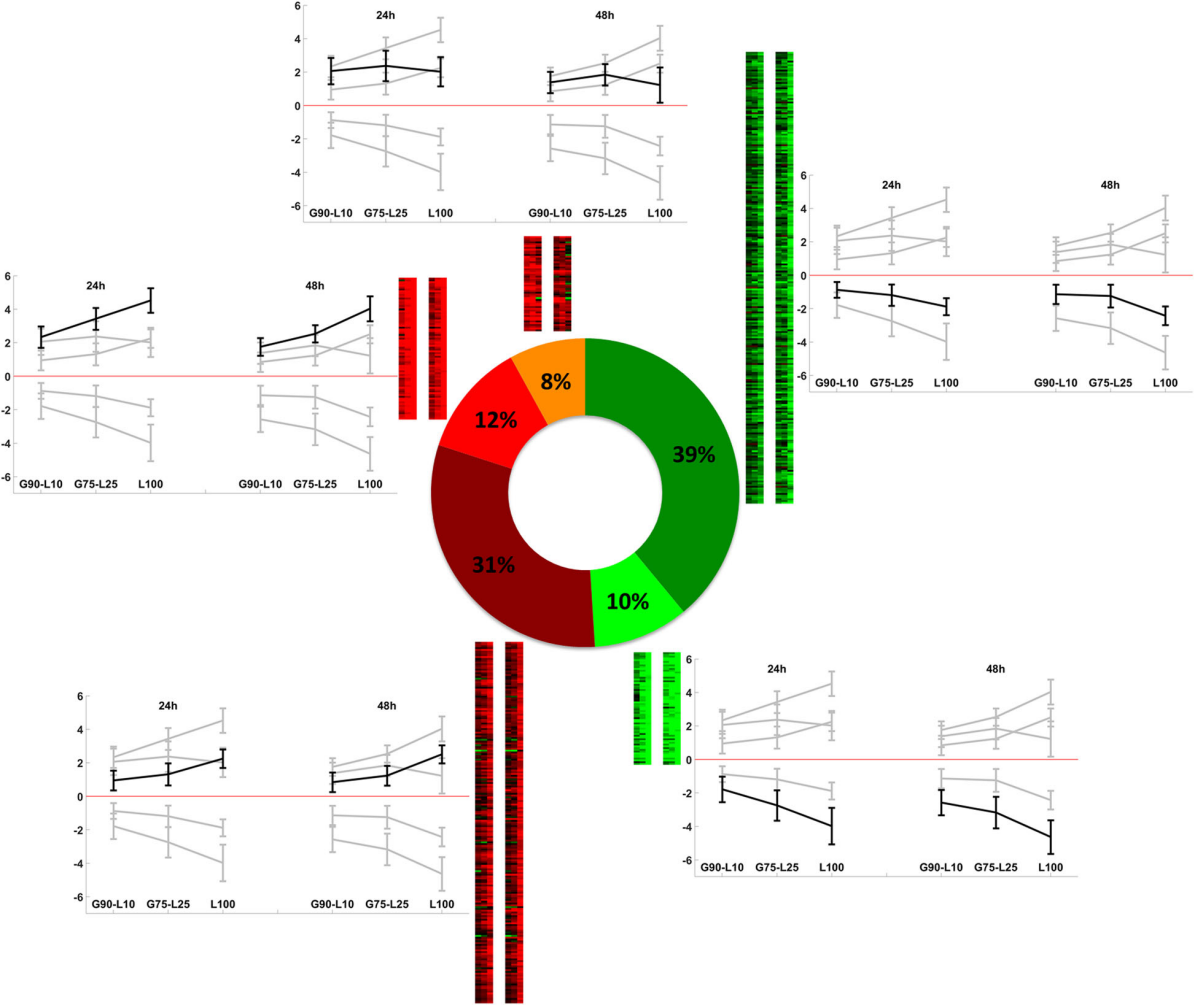
Heatmap and median profiles of clustered genes. Clustering results on the 650 differentially expressed genes : cluster $\mathcal {D}_{+}$ (green), $\mathcal {D}_{-}$ (dark green) for down-regulation, $\mathcal {U}_{\simeq }$ (orange), $\mathcal {U}_{+}$ (red) and $\mathcal {U}_{-}$ (dark red) for up-regulation. We have highlighted the median profile of the corresponding cluster in black and left the median profiles of the other clusters in grey in the background to facilitate visual comparison

#### Genes monotonically down-regulated across lactose amount

As mentioned above, genes having a monotonic under-expression regarding the amount of lactose are grouped in clusters $\mathcal {D}_{+}$ (64 genes: 10 %) and $\mathcal {D}_{-}$ (254 genes: 39 %). These genes are repressed in lactose: the more the lactose, the more the repression. 

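For cluster D+ (63 genes tested), the median log2 fold change against G100 over the 33 libraries was -1.73 ± 0.29 on G90-L10 (SD of the library medians, n = 2), -2.74 ± 0.16 on G75-L25 (n = 3) and -3.94 ± 0.35 on L100 (n = 6) at 24 h. At 48 h it was -2.56 ± 0.18, -3.19 ± 0.10 and -4.54 ± 0.44 (n = 5 for L100). For cluster D- (254 genes) the corresponding medians were -0.87 ± 0.05, -1.2 ± 0.13 and -1.86 ± 0.16 at 24 h, and -1.11 ± 0.18, -1.25 ± 0.10 and -2.52 ± 0.38 at 48 h. Steps between neighbouring feeds exceeded both SDs, except from G90-L10 to G75-L25 in D- at 48 h. The fold change fell from each feed to the next one richer in lactose at both times in 32 genes of D+ and in 92 genes of D-. On L100 at 48 h, 10 genes of D+ and 9 of D- had at most 3 counts in every library of the 33, and with these genes taken against that floor the medians were -4.21 and -2.46. Across the 36 libraries, the medians on L100 at 48 h were -1.70 ± 2.01 in D+ and -1.40 in D-, and 9 genes of D+ and 61 of D- followed this order. Library 2014_274 decides these values, since its own medians were 0.65 and 0.31, while the other 5 libraries had means of -4.17 and -2.47.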

The main difference between these two clusters is in the levels of under-expression: genes in cluster $\mathcal {D}_{+}$ are in average more strongly under-expressed than genes in cluster $\mathcal {D}_{-}$. In addition, we note that cluster $\mathcal {D}_{-}$, for which the under-expression is the weaker, contains a larger number of genes than cluster $\mathcal {D}_{+}$. This result suggests that lactose moderately affects the behavior of a large number of genes while only few genes are strongly impacted by lactose concentration. In addition, it is interesting to note that the differential expressions of transcription factors are lower than genes not identified as such. This observation confirms that a weak modification only of transcription factors expression can lead to a strong modification in the expression of their targets.

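The 12 genes of the down-regulated clusters that Additional file 3 marks as transcription factors had a mean absolute log2 fold change of 1.99 on L100 at 48 h over the 33 libraries, against 3.01 for the other 305 genes (two-sided permutation test over genes, p = 0.00522). With genes at no more than 3 counts in a group taken against that floor, the difference in means was -0.96. At 24 h the difference in means was -0.69 (permutation test, p = 0.0584). For the 36 libraries together, the difference at 48 h was -0.28 (permutation test, p = 0.305). With medians in place of means over the 33 libraries, the difference was -0.48 (permutation test, p = 0.144). In the up-regulated clusters the 7 marked transcription factors had a mean of 2.09 against 2.77 for 322 other genes at 48 h (permutation test, p = 0.144), and over all 36 libraries the difference was -0.62 (permutation test, p = 0.161). Genes are not independent replicates, so these p-values describe the gene lists alone.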

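The 5 genes of cluster D+ related to proteolysis (IDs 22210, 22459, 23171, 106661 and 124051) had log2 fold changes against G100 from -4.48 to -2.94 on L100 at 24 h and from -5.68 to -4.12 at 48 h over the 33 libraries, and all 5 were DE at both times. Over all 36 libraries 4 were DE at 24 h and 2 at 48 h, when the values ran from -5.03 to -0.77. The genes DE at 48 h over the 36 libraries were IDs 22210 and 124051. The 3 genes encoding cell wall proteins (IDs 74282, 103458 and 122127) ranged from -4.82 to -3.17 at 24 h over the 33 libraries. At 48 h ID 74282 changed by -6.38 and ID 122127 by -4.49 over the 33 libraries. ID 103458 had at most 3 counts in every L100 library of the 33 at 48 h, so that it was at least 2.59-fold lower than on G100. At 48 h over the 36 libraries the 3 genes ranged from -3.34 to -0.69, and 0 of them were DE, with 1 at an unadjusted p below 0.05, ID 74282. That gene had 732 CPM in 2014_274, and ID 122127 had 1220 CPM.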

More specifically, cluster $\mathcal {D}_{+}$ is enriched in genes related to proteolysis and peptidolysis processes (IDs 22210, 22459, 23171, 106661, 124051) and contains three genes encoding cell wall proteins (IDs 74282, 103458, 122127). Interestingly, no transcription factors are detected in this cluster.

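On L100 the transcription factor Tr-WET-1 (ID 4430) had a log2 fold change against G100 of -1.71 ± 0.20 at 24 h (SE, adjusted p = 1.21e-08, edgeR with Benjamini-Hochberg adjustment) and of -2.23 ± 0.22 at 48 h (adjusted p = 4.18e-10) over the 33 libraries. Tr-PRO1 (ID 76590) had -1.64 at 24 h and -2.12 at 48 h, and Tr-ACON-3 (ID 123713) had -1.72 and -2.24. On the mixtures the 3 genes lay between -1.40 and -0.32. With all 36 libraries, the values on L100 at 48 h were -1.27, -0.85 and -0.52, and Tr-PRO1 and Tr-ACON-3 had adjusted p-values of 0.114 and 0.417. In 2014_274 Tr-PRO1 had 624 CPM and Tr-ACON-3 had 791 CPM.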

Cluster $\mathcal {D}_{-}$, whose median profile exhibits a slight repression across lactose concentrations encompasses transcription factors whose ortholog are involved in the development: *Tr*–WET-1 (ID 4430, [55]), *Tr*–PRO1 (ID 76590, [56, 57]) and *Tr*–ACON-3 (ID 123713, [58]). We recall that the *Tr*–XXX notation refers to the gene in *T. reesei* for which the ortholog in an other specie is XXX (see the “Functional analysis” section in Materials and Methods). We also found 11 genes involved in proteolysis and peptidolysis processes, five genes encoding for cell wall protein (IDs 80340, 120823, 121251, 121818 and 123659), two genes encoding for hydrophobin proteins (*hbf2* and *hbf3*) and two genes involved in the cell adhesion process (IDs 65522 and 70021). Nine genes encoding for G-protein coupled receptor (GPCR) signaling pathway are also recovered in this cluster. It is important to note that, in addition to the three already mentioned, 11 other transcription factors are also present (including PMH29, RES1 [59], *Tr*–AZF-1 (ID 103275) and IDs 55272, 59740, 60565, 63563, 104061, 105520, 106654, 112085). 

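The 9 genes of cluster D- annotated with the GPCR pathway had median log2 fold changes on L100 of -2.10 at 24 h and -2.93 at 48 h over the 33 libraries, and 7 of them were DE at 24 h and 9 at 48 h. In the full set of 36 libraries, the median at 48 h was -1.87 and 3 were DE. Both hydrophobin genes were lower on L100 over the 33 libraries. HFB2 (ID 119989) changed by -2.14 ± 0.45 at 24 h and by -3.66 ± 0.52 at 48 h (SE, adjusted p = 1.44e-04 and 4.08e-07, edgeR), and HFB3 (ID 123967) by -2.06 and -3.14. With 2014_274 included, the changes at 48 h were -0.74 (adjusted p = 0.467) and -0.95 (adjusted p = 0.259). That library held 21600 CPM of HFB2 and 3640 CPM of HFB3. The genes of the cell adhesion process changed by -2.10 and -1.71 at 24 h and both by -2.73 at 48 h over the 33 libraries.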

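On L100 the xylanase gene *xyn2* (ID 123818) changed by -1.48 ± 0.59 at 24 h (SE, adjusted p = 0.0289, edgeR) and by -3.31 ± 0.69 at 48 h (adjusted p = 1.23e-04) over the 33 libraries. Over all 36 these values were -1.50 (adjusted p = 0.0919) and -2.33 (adjusted p = 0.0134), with 50.2 CPM in 2014_274 and 2.41 to 16.5 CPM in the other L100 libraries at 48 h. On G90-L10 the log2 fold change was -0.02 ± 0.80 at 24 h and -0.20 ± 0.81 at 48 h. On G75-L25 it was 0.31 ± 0.68 and -0.29 ± 0.70 over the 33 libraries, and -0.09 and -0.66 over the 36. On G100 the 6 libraries ranged from 12.2 to 111 CPM at 24 h.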

We also found the xylanase XYN2 with a strong repression observed on pure lactose in comparison to pure glucose, while its expression seems insensitive to low lactose concentration.

#### Genes monotonically up-regulated across lactose amount

We recall that clusters $\mathcal {U}_{+}$ (78 genes: 12 %) and $\mathcal {U}_{-}$ (201 genes: 31 %) contain genes whose over-expression is monotonic with respect to lactose: the more the lactose, the more the induction. 

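For cluster U+ (77 genes tested), the median log2 fold change against G100 over the 33 libraries was 2.35 ± 0.03 on G90-L10 (SD of the library medians, n = 2), 3.4 ± 0.07 on G75-L25 (n = 3) and 4.49 ± 0.11 on L100 (n = 6) at 24 h. At 48 h it was 1.74 ± 0.11, 2.54 ± 0.08 and 4.07 ± 0.09 (n = 5 for L100). For cluster U- (199 genes) the medians were 0.96 ± 0.03, 1.3 ± 0.07 and 2.22 ± 0.09 at 24 h, and 0.85 ± 0.07, 1.22 ± 0.09 and 2.49 ± 0.19 at 48 h. Each step between feeds was larger than these SDs. On G100 at 24 h, 8 genes of U+ had at most 3 counts in every library, and taken against that floor the median on L100 was 4.43. When all 36 libraries were used, the medians on L100 at 48 h were 3.81 in U+ and 2.26 in U-, and those on G75-L25 were 3.5 and 1.53 at 24 h. At both times the fold change rose from each feed to the next richer in lactose in 68 genes of U+ and 124 of U- over the 33 libraries, and in 71 and 136 over the 36.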

The main difference between expression profiles of these two clusters is the level of over-expression: genes in cluster $\mathcal {U}_{+}$ are more activated than genes belonging to cluster $\mathcal {U}_{-}$. A similar remark may be drawn as previously: preliminary observations suggest that a large number of genes is moderately impacted by lactose (cluster $\mathcal {U}_{-}$) while only few genes are strongly affected by lactose concentrations (cluster $\mathcal {U}_{+}$). As similarly observed on down-regulated genes, the expression level of the transcription factors is weaker than their targets.

In cluster $\mathcal {U}_{+}$, whose median profile expresses a potent induction regarding lactose concentrations, 26 CAZymes are found, of which 23 belong to the large glycoside hydrolase (GH) family. 

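The 22 genes of cluster U+ whose annotation names a glycoside hydrolase family were all DE on L100 at both times over the 33 libraries, with log2 fold changes from 3.41 to 6.63 at 24 h and from 2.85 to 5.99 at 48 h, apart from 1 gene with at most 3 counts in every G100 library. CBH1 (ID 123989) rose with the lactose share, by 2.49 ± 0.27 on G90-L10, 3.91 ± 0.26 on G75-L25 and 4.93 ± 0.25 on L100 at 24 h (log2 ± SE). At 48 h its changes were 1.48 ± 0.28, 2.62 ± 0.25 and 4.23 ± 0.25 (adjusted p = 7.98e-15 on L100, edgeR). CBH2 (ID 72567) changed by 5.21 on L100 at 24 h and by 4.39 at 48 h. Across the 36 libraries, CBH1 changed by 3.97 and CBH2 by 4.13 on L100 at 48 h, with 2260 CPM of CBH2 in 2014_274. The 9 named enzymes of this cluster (CBH1, CBH2, CEL5A, CEL7B, CEL61A, XYN1, XYN3, MAN1 and BGA1) lay from 1.45 to 3.38 on G90-L10, from 2.72 to 4.28 on G75-L25 and from 3.41 to 5.23 on L100 at 24 h. At 48 h these ranges were 1.05 to 2.34, 1.97 to 2.62 and 2.94 to 4.39. On G90-L10, 7 of them were DE at 24 h over the 33 libraries.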

We recover the principal CAZymes known to be induced in lactose condition: the two cellobiohydrolases CBH1 and CBH2, two endoglucanases CEL5A and CEL7B, one lytic polysaccharide monooxygenase (LPMO) CEL61A, two xylanases XYN1 and XYN3, as well as the mannanase MAN1, the *β*-galactosidase BGA1. In addition, we found three specific carbohydrate transporters CRT1, XLT1 and ID 69957 and three putative ones (IDs 56684, 67541, and 106556). 

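The lactose permease gene *crt1* (ID 3405), which Additional file 3 places in cluster U-, changed by 2.08 ± 0.23 on G90-L10, 2.81 ± 0.21 on G75-L25 and 3.08 ± 0.19 on L100 at 24 h over the 33 libraries (log2 fold change ± SE). At 48 h its changes were 1.36, 2.07 and 2.53 (adjusted p = 3.02e-12 on L100, edgeR with Benjamini-Hochberg adjustment). For the 36 libraries together, the change on L100 at 48 h was 2.28, with 1700 CPM in 2014_274 and 37500 to 54500 CPM in the other 5. The 6 transporters (CRT1, XLT1 and IDs 69957, 56684, 67541 and 106556) lay from 3.08 to 7.08 on L100 at 24 h and from 2.53 to 5.87 at 48 h over the 33 libraries, and all 6 were DE at both times.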

Interestingly, we found the transcription factor YPR1, which is the main regulator for yellow pigment synthesis [60]. These results, showing a lactose-dependent increase in the expression of genes related to the endoglucanase and cellobiohydrolase, corroborate the phenotype observed in the study of [52]. Indeed, its authors show a rise of the specific endoglucanase and cellobiohydrolase activity positively correlated to lactose concentration and cellulolytic enzymes productivity.

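*ypr1* (ID 102499) changed by 3.17 ± 0.32 on L100 at 24 h (SE, adjusted p = 8.53e-10, edgeR) and by 4.07 ± 0.33 at 48 h (adjusted p = 8.20e-12) over the 33 libraries. Its mean was 57.5 ± 25.6 CPM on L100 (SD, n = 6) and 6.31 ± 1.32 CPM on G100 (SD, n = 6) at 24 h. On the mixtures its log2 fold change was 2.14 on G90-L10 and 2.04 on G75-L25 at 24 h, and 1.47 and 1.67 at 48 h. Over all 36 libraries it was 2.63 and 2.74 on G75-L25, through 79.2 CPM in 2015_430 and 127 CPM in 2015_431, while the other 6 G75-L25 libraries had 22.0 to 28.7 CPM. On L100 at 48 h it was 3.81 over the 36 libraries.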

Cluster $\mathcal {U}_{-}$, distinguishable by its median profile showing a slight induction across lactose concentrations, contains 17 genes involved in the carbohydrate metabolism, of which 16 belong to the large GH family. Among these genes, we identified three *β*-glucosidases whose two extracellulars CEL3D and CEL3C and one intracellular CEL1A, the xylanase XYN4, and the acetyl xylanase esterase AXE1 are recovered. 

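CEL3D, CEL3C, CEL1A, XYN4 and AXE1 had log2 fold changes from 2.22 to 3.26 on L100 at 24 h and from 1.90 to 2.95 at 48 h over the 33 libraries, and 5 of the 5 were DE at 24 h and 4 at 48 h. On G90-L10 they ranged from 1.5 to 1.94 at 24 h and from 0.70 to 1.53 at 48 h, and on G75-L25 from 1.93 to 2.61 and from 1.19 to 2.08. Among the 16 genes of the cluster annotated with a glycoside hydrolase family, 13 were DE on L100 at 24 h over the 33 and over the 36 libraries. At 48 h 14 were DE over the 33 libraries and 10 over the 36. CEL3D had 6.45 CPM and XYN4 194 CPM in 2014_274.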

We also found 14 Major Facilitator Superfamily (MFS) transporters. In addition, seven transcription factors are found in this cluster, including XYR1 the main regulator of cellulase and hemicellulase genes [19], CLR2 (ID 23163) identified as a regulators of cellulases but not hemicellulases in *Neurospora crassa* [33], *Tr*–FSD-1 (ID 28781), ID 121121 and three others, with no associated mechanism (IDs 72780, 73792, 106706).

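Of 12 transporters of this family tested in cluster U-, 8 were DE on L100 at 24 h and 12 at 48 h over the 33 libraries, with median log2 fold changes of 2.17 and 2.38. With all 36 libraries, 7 were DE at 24 h and 9 at 48 h.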

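XYR1 (ID 122208) changed by 1.14 ± 0.15 on G90-L10, 1.84 ± 0.13 on G75-L25 and 2.23 ± 0.12 on L100 at 24 h over the 33 libraries (log2 fold change ± SE). At 48 h the changes were 0.75 ± 0.15, 1.23 ± 0.13 and 1.96 ± 0.12 (adjusted p = 2.49e-14 on L100, edgeR with Benjamini-Hochberg adjustment). CLR2, listed with ID 26163, changed by 1.52, 2.1 and 2.48 at 24 h and by 1.08, 1.61 and 2.18 at 48 h. In the full set of 36 libraries, the changes on L100 at 48 h were 1.74 for XYR1, with 568 CPM in 2014_274 against 3480 to 4360 in the other 5, and 1.94 for CLR2, with 7.22 CPM in that library. The 7 named transcription factors of the cluster lay from 1.36 to 2.48 on L100 at 24 h and from 1.89 to 2.26 at 48 h. ID 72780 differed from the other 6 in being lower on the mixtures than on G100, with changes from -0.60 to -0.29 there and of 1.36 at 24 h and 2.09 at 48 h on L100.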

#### Uneven up-regulation across lactose amount

In cluster $\mathcal {U}_{\simeq }$ (53 genes: 8 %), we found globally over-expressed genes but with a non-monotonic behavior regarding lactose concentration. 

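In the uneven cluster the median log2 fold change over the 33 libraries was 2.07 ± 0.07 on G90-L10 (SD of the library medians, n = 2), 2.36 ± 0.08 on G75-L25 (n = 3) and 2.00 ± 0.27 on L100 (n = 6) at 24 h. At 48 h it was 1.40 ± 0.51, 1.84 ± 0.24 and 1.13 ± 0.34 (n = 5 for L100), so that the step from G90-L10 to G75-L25 was smaller than the SD on G90-L10. When all 36 libraries were used, the medians on G75-L25 were 2.25 at 24 h and 1.76 at 48 h, and that on L100 at 48 h was 0.92. In 0 of the 53 genes did the fold change rise with every step of the lactose share at both times, over either set of libraries. The authors made the clusters from fold changes of the same data. Counts of genes that follow the lactose share, here and in the other clusters, are therefore not independent of the clustering.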

A more detailed study of this cluster reveals three main typical characteristics in the gene expression profiles. A tenth of the genes shows an uneven behavior with a high-over expression in all G_90_-L_10_, G_75_-L_25_ and L_100_ conditions without significant difference according to the amount of lactose. This kind of profile suggests that the up-regulation is uncorrelated with lactose concentration itself but triggered by lactose detection only. Then we found one third of the genes that demonstrates a high over-expression on the two carbon source mixtures G_90_-L_10_ and G_75_-L_25_ while no differential expression is observed on pure lactose compared to pure glucose. 

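The transcription factor ID 105805 had log2 fold changes against G100 of 5.58 ± 0.71 on G90-L10 (SE, adjusted p = 1.19e-06, edgeR) and of 5.36 ± 0.68 on G75-L25 (adjusted p = 2.63e-07) at 24 h over the 33 libraries. On L100 the change was 0.38 ± 0.89 (adjusted p = 0.722). At 48 h the values were 3.32, 2.71 and -1.02 (adjusted p = 0.175 on L100). Across the 36 libraries, they were 5.56, 4.95 and 0.32 at 24 h. The sign of the change on L100 at 24 h is not set by the data, since a ratio of mean normalized counts gave -0.006. With scaling by library size alone over the 36 libraries it was -0.25, and that scaling moved the median of all genes by -0.59 in this comparison. The gene had 0.171 ± 0.168 CPM on G100 at 24 h (SD, n = 6) and few counts in each of these libraries, so a decrease or a small change on L100 was not detectable at this depth. Library 2015_430 had 0.0999 CPM and 2015_431 had 0.214 CPM, inside the range of the pure feeds, which reach 1.9 CPM. The other mixture libraries had 2.4 to 13.6 CPM. All mixture libraries carry the other label year.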

The transcription factor ID 105805 follows this profile. These two trends of gene expression profiles could be fully explained by the CRE1-dependent catabolite repression impairment and no focus on them are made in the discussion. Finally, a little more than half of the genes has a significant stronger over-expression on G_75_-L_25_ compared to the one on G_90_-L_10_ and L_100_. 

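A gene of the uneven cluster was counted as higher on G75-L25 than on another feed only where the direct comparison of the feeds reached an adjusted p below 0.05 (edgeR, Benjamini-Hochberg). Within the 33 libraries, G75-L25 had the highest fold change in 41 of the 53 genes at 24 h and in 38 at 48 h. It was higher than L100 in 19 genes at 24 h and in 25 at 48 h. It was higher than G90-L10 in 2 genes at 24 h, IDs 6107 and 106936, named after their values were seen. At 48 h this count was 0, with 12 genes at an unadjusted p below 0.05. For the 36 libraries together, 25 genes at 24 h and 37 at 48 h had their highest fold change on G75-L25. It was higher than L100 in 8 and 17 of them, and higher than G90-L10 in 0 at both times, with 3 genes at an unadjusted p below 0.05 at 24 h. Genes up on all feeds without a difference between feeds numbered 24 at 24 h and 16 at 48 h over the 33 libraries. Genes up on both mixtures and not on L100 numbered 5 and 9. Over the 36 libraries the former numbered 30 at 24 h and 13 at 48 h, and the latter 7 and 4. From such profiles the paper proposes for part of the cluster that lactose detection, not its concentration, sets off the up-regulation.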

Interestingly, we found one endoglucanase CEL12A, one LPMO CEL61B, three *β*-glucosidases whose two extracellulars with a peptide signal CEL3E and BGL1 and one intracellular *β*-glucosidase CEL1B, potentially involved in cellulase induction. We also found the *β*-xylosidase BXL1 and the transcription factor ACE3 that share this profile. We observe a strong correlation between the transcriptomic behavior we found in our study and the phenotype highlighted in [52]. Actually, the specific *β*-glucosidase activity is the highest for intermediate amounts of lactose while this activity decreases on glucose or lactose alone. Corroboratively, our transcriptomic study shows a highest over-expression of genes encoding *β*-glucosidases (*cel3e*, *bgl1* and *cel1b*) on the intermediate mix of lactose and glucose, while their expression decreases when lactose is present in too low or too high concentration.

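At 24 h *bgl1* (ID 76672) had a log2 fold change against G100 of 2.31 ± 0.41 on G75-L25 (SE, adjusted p = 4.38e-05, edgeR with Benjamini-Hochberg adjustment), 0.97 ± 0.47 on G90-L10 and 1.22 ± 0.36 on L100 over the 33 libraries. The direct difference of G75-L25 was 1.08 against L100 (adjusted p = 0.0469) and 1.34 against G90-L10 (adjusted p = 0.193). At 48 h *bgl1* did not differ from G100 on any feed, with 0.20 on G75-L25, -0.66 on G90-L10 and -0.32 on L100 (adjusted p from 0.349 to 0.739). Over all 36 libraries the value on G75-L25 was 1.97 at 24 h and -0.12 at 48 h. *cel3e* (ID 76227) was higher on L100, by 2.32 ± 0.17, than on G75-L25, by 2.12 ± 0.19, at 24 h, a difference of -0.20 (adjusted p = 0.482). At 48 h it was higher on G75-L25 than on L100 by 0.61 (adjusted p = 0.0147). For *cel1b* (ID 22197) the difference between G75-L25 and L100 was 0.11 at 24 h (adjusted p = 0.604) and 0.09 at 48 h (adjusted p = 0.655). With all 36 libraries, *cel1b* changed by 1.94 on G75-L25 at 24 h, with 968 CPM in 2015_430 and 1730 to 1880 CPM in the other 3. The plot of normalized counts shows each library for these genes, *ace3* and *pmh29*.

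**Figure D2:**
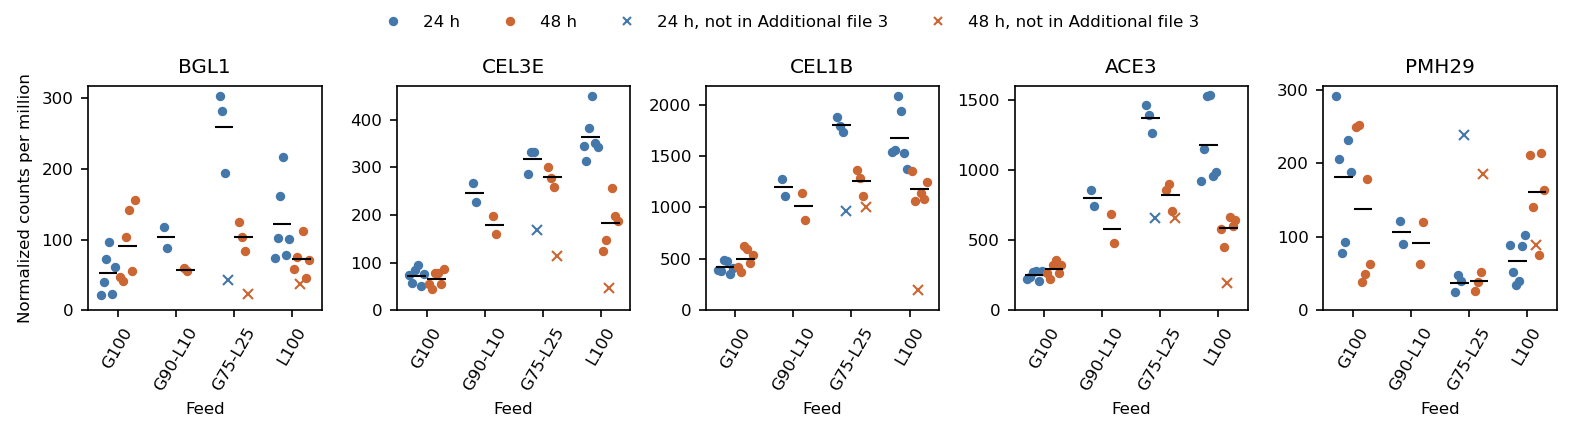
CPM of *bgl1*, *cel3e*, *cel1b*, *ace3* and *pmh29* in each library, by feed and sampling time, with black bars for the mean over the 33 libraries and crosses for 2015_430, 2015_431 and 2014_274. For *pmh29*, 2015_430 lies at 238 CPM, and the other 3 G75-L25 libraries at 24 h lie from 25.0 to 47.6 CPM.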

Note that a large proportion of genes belonging to the up-regulated clusters are recovered on the co-expressed genomic regions observed in [22]. The biological coherence of clustering results encourage us to pursue the transcriptomic study through a gene regulatory network. The use of network inference approach is driven by the motivation to better understand links between DE transcription factors but also to highlight strong links with the help of alternative proximity definition, and thus to concrete the relationships foreseen though the clustering.

### Network inference

From the set of DE genes, we built a gene regulatory network with the combination of CLR [61] and BRANE Cut [40, 62] inference methods. When the use was judicious, we evaluated our discovered TF-targets interactions by performing a promoter analysis of the plausible targets given by the inferred network, with the Regulatory Sequence Analysis Tool (RSAT) [63]. More details on the complete methodology for both the inference and the promoter analysis are provided in section Materials and Methods.

Network enhancement thresholding performed by BRANE Cut post-processing [40] selected 161 genes (including 15 transcription factors) and inferred 205 links (Fig. 4). In order to help network interpretation, we applied the same color code as for the clustering (Fig. 3). We observe a coherence between the function and the expression behavior of genes linked into modules, thus corroborating clustering results. As we will see in details in the following network analysis, we reveal potential links between three mechanisms grouped in modules (SubN_1_, SubN_2_, and SubN_3_) and related to cellulase activation, *β*-glucosidase expression and repression of developmental process.

**Fig. 4:**
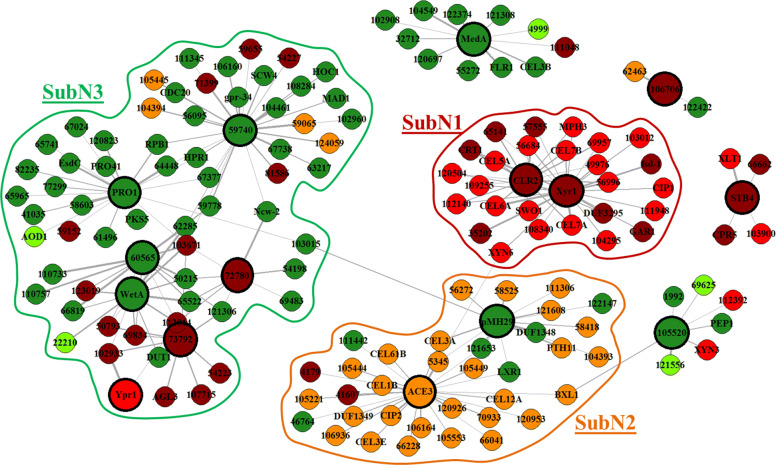
Inferred network. Network built with BRANE Cut from expression profiles of the differentially expressed genes. BRANE Cut selected 205 edges involving 161 genes. Node colors correspond to cluster labels: $\mathcal {U}_{+}$ (red, genes highly and monotonically up-regulated on lactose), $\mathcal {U}_{-}$ (dark red, genes slightly and monotonically up-regulated on lactose), $\mathcal {U}_{\simeq }$ (orange, genes up-regulated and non-monotonically on lactose), $\mathcal {D}_{-}$ (dark green, genes slightly and monotonically down-regulated on lactose) and $\mathcal {D}_{+}$ (green, genes highly and monotonically down-regulated on lactose). Bigger nodes with bold frame correspond to genes coding for a transcription factor while smaller nodes with thin frame correspond to genes not identified to code for a transcription factor

First of all, the global study of the network shows interactions between genes sharing the same gene expression profile. The 161 genes selected by BRANE Cut cover a relatively small number of biological processes, especially regarding half of the 15 retained transcription factors for which only two main biological processes are identified: development (*Tr*–WET-1, *Tr*–PRO1, *Tr*–ACON-3 (IDs 4430, 76590, 123713)) and carbohydrate mechanisms (XYR1, PHM29, ACE3 and CLR2).

In addition, we observe a large proportion of genes related to the enzymatic cocktail for cellulase production. In terms of interaction, we predominantly observed links between up-regulated genes in a monotonic manner ($\mathcal {U}_{-}$/$\mathcal {U}_{-}$ and $\mathcal {U}_{-}$/$\mathcal {U}_{+}$ interactions), and related to cellulase production. A second observation refers to enriched $\mathcal {U}_{\simeq }$/$\mathcal {U}_{\simeq }$ interactions i.e. between up-regulated genes in an uneven way. Note that we also found an interesting proximity with $\mathcal {U}_{-}$/$\mathcal {U}_{\simeq }$ interactions, with inverse expression profiles. Involved genes mainly refer to the cellulase and *β*-glucosidase production. Finally, a significant number of interactions are found between genes belonging to cluster $\mathcal {D}_{-}$ and related to development mechanism. Here again, links are also observed between genes having antagonist expression profiles, mainly related to cellulase production and development ($\mathcal {D}_{-}$/$\mathcal {U}_{-}$ interactions). Figure 4 displays the inferred network with highlights on the three sub-networks SubN_1_, SubN_2_ and SubN_3_, extracted from the combination of the above observations and the clustering results. We now focus on each identified sub-network for a more detailed analysis.

Sub-network SubN_1_ encompasses eight genes associated to the carbohydrate metabolism process. Among them, *cel5a*, *cel6a*, *cel7a* and *cel7b* are specifically related to cellobiohydrolase and endoglucanase activities. It also includes four carbohydrate transporters including CRT1, known to be responsible for lactose uptake and having a pivotal role in the lactose induction of cellulase genes [22, 64, 65], and three carriers. These genes are linked to transcription factor XYR1, known to be the main actor during the cellulase production process. It also appears specifically linked to a galacturonic acid reductase GAR1, a helicase (ID 35202), a glycoside hydrolase XYN6 [66], a secreted hydrolase CIP1 and *Tr*–FSD-1 (ID 28781), known to pertain to sexual development. The network highlights the action of another transcription factor CLR2, which is known in other species to participate to cellulase production [33]. These two transcription factors XYR1 and CLR2 seem to be highly correlated and share a large number of cellulose-oriented targets. This sub-network is related to the genes involved in cellulase production and having an increased up-regulation across to the lactose concentration. 

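Feeds form separate groups of values, so the correlation was computed on log2 CPM after subtracting the mean of each group of feed and time, with two-sided permutation tests that shuffled libraries within groups. Over the 33 libraries, XYR1 and CLR2 had Pearson's r = 0.718 (permutation p = 0.00064, adjusted p = 8.73e-04) and Spearman's rho = 0.716 (permutation p = 0.00066, adjusted p = 9.41e-04), adjusted by the Benjamini-Hochberg method over the 15 pairs computed. Without the 2 libraries farthest from the median of XYR1, r was 0.618. In the full set of 36 libraries, r was 0.962 and rho 0.873, and without the 2 farthest libraries r was 0.745. Within single groups of 6 libraries, r was 0.684 on G100 at 24 h and 0.982 on G100 at 48 h. On L100 at 24 h r was 0.116 (exact permutation p = 0.821), so the relation was not detectable there. On L100 at 48 h r was 0.991 with 2014_274 included, and 0.604 without the 2 farthest libraries. Among the 23 of the 33 libraries labelled 2014 r was 0.708, and among the 10 labelled 2015 it was 0.851 (permutation p = 0.0420, adjusted p = 0.158). These 10 libraries allow 144 arrangements within groups, and among them 0 of the 15 pairs passed an adjusted p below 0.05, with 4 at an unadjusted p below 0.05 for r. Of all 36 libraries, the 24 labelled 2014 had r = 0.966 and the 12 labelled 2015 had r = 0.819. As many as 14 of the 15 pairs passed an adjusted p below 0.05 over the 33 libraries, all except XYR1 with Tr-PRO1 (r = 0.285, permutation p = 0.129). CBH1 and CBH2 followed XYR1 with r = 0.841 and 0.848, and CBH1 followed CLR2 with r = 0.647. Within single groups CBH1 and CLR2 had r = 0.566 and 0.932 on G100 at 24 h and 48 h, and -0.324 on L100 at 24 h. On L100 at 48 h their r was 0.99 with 2014_274 included, and -0.126 without the 2 farthest libraries. Of 60 tests of the 15 pairs in single groups, 9 passed an adjusted p below 0.05 for r. Pairs of other genes drawn at random had a median absolute r of 0.218.

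**Figure D3:**
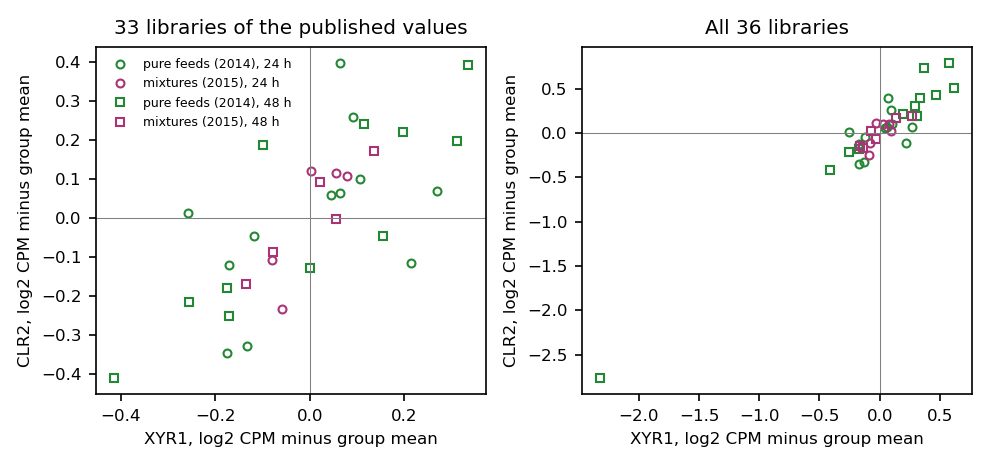
Log2 CPM of XYR1 (x axis) and CLR2 (y axis) in each library after subtracting the mean of its group of feed and time, for the 33 libraries (left) and all 36 (right). The points rise together with r = 0.718 on the left and r = 0.962 on the right, where 2014_274 is included.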

Based on this sub-network subN1, we performed a promoter analysis. Using independently plausible targets of XYR1 and CLR2, we significantly recovered the degenerated binding-site 5‘-GGC(A/T)_3_-3’, previously identified in [67] as the binding site specific to XYR1. We also found an enriched non-degenerated motif 5‘-GTTACA-3’ which differs from the XYR1 motif. A straightforward hypothesis is to credit this new motif for CLR2 and a simple statistical test suggests that this motif might be specific to the CLR2. Details regarding this analysis are provided in Additional file 4.

Sub-network SubN_2_ contains nine genes involved in the carbohydrate metabolism, and some of them are specifically related to *β*-glucosidase and cellulases activities: *bgl1*, *cel3e*, *cel12a* and *cel61b*. Interestingly, these genes are linked to the transcription factor ACE3 and have the particularity to be maximally over-expressed on G_75_-L_25_. We observe that seven genes belonging to cluster $\mathcal {D}_{-}$ are also present in this sub-network and are predominantly linked to the transcription factor PHM29 which has been recently identified to play a role in the cellulase activity [22]. 

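PMH29 (ID 122523), a transcription factor, had a log2 fold change against G100 of -2.28 ± 0.57 on G75-L25 (SE, adjusted p = 1.59e-03, edgeR), -0.78 ± 0.61 on G90-L10 and -1.44 ± 0.42 on L100 at 24 h over the 33 libraries. At 48 h it was -1.81 on G75-L25 (adjusted p = 0.0100), -0.60 on G90-L10 and 0.22 on L100 (adjusted p = 0.668). The difference between G75-L25 and L100 was -0.85 at 24 h (adjusted p = 0.236) and -2.03 at 48 h (adjusted p = 4.14e-03). When all 36 libraries were used, the values on G75-L25 were -1.05 (adjusted p = 0.156) and -0.87 (adjusted p = 0.257), with 185 CPM in 2015_431 and 26.4 to 52.4 CPM in the other 3 libraries at 48 h. On L100 at 48 h library size alone gave -0.55 over the 36 libraries, which follows the shift of all genes under that scaling. Within groups PMH29 and ACE3 had r = -0.724 and rho = -0.757 over the 33 libraries, with r = -0.743 among the 23 of them labelled 2014 and r = -0.631 among the 10 labelled 2015. With 2014_274 included r was -0.301 for 2014, and with 2015_430 and 2015_431 it was -0.860 for 2015. Across the 36 libraries, r was -0.481, and without the 2 farthest of the 33 it was -0.675. PMH29 and BGL1 had r = -0.840 and rho = -0.870 over the 33 libraries, r = -0.874 for 2014 and r = -0.417 for 2015 (permutation p = 0.327), and the latter was -0.941 with 2015_430 and 2015_431.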

We notice that these genes have a maximal under-expression on G_75_-L_25_, which is the inverse profile of *ace3* and its linked genes, suggesting a dependence between ACE3 and the transcription factor *pmh29*.

The sub-network SubN_3_ reveals seven transcriptions factors including two which have been identified to participate to the development process in other species: *Tr*–WET-1 (ID 4430) and *Tr*–PRO1 (ID 76570). Interestingly, three other genes *EsdC*, *pro41* and *hpr1*, also pertaining to the development process, are linked to *pro1*. In addition, genes in this sub-network are mainly down-regulated on lactose and related to metabolism, secretion, transport and cell surface. This sub-network seems to reveal some interesting links between the repression of the development and the cellulase production that will be investigated in more details in the “Discussion” section.

Results provided by this inferred network and the promoter analysis are in agreement with present knowledge on *Trichoderma reesei*, particularly for the cellulase production. The additional results given by BRANE Cut are coherent with the literature based on other close species, especially regarding results that suggest a potential link between development and cellulase production and a particular behavior of the *β*-glucosidase. Table 1 provides some relevant references that coroborate the network generated by BRANE Cut. The coherence of the DE analysis as well as clustering and inference results with the actual knowledge allows us to use these results for prediction. In the following “Discussion” section, we thus formulates some postulates regarding cellulase production mechanism in *T. reesei*, with respect to these three main results.

**Table 1:** BRANE Cut network validation from literature. Direct link refers to genes identified as implied in the cellulase production while indirect refers to genes having a side effect on the cellulase production (CP)

Gene ID	Name	Up/Down	Link to CP	Species	Reference
122208	*xyr1*	up	direct	*T. reesei*	[19]
26163	*clr2*	up	direct	*N. crassa*	[33]
77513	*ace3*	up	direct	*T. reesei*	[22]
122523	*pmh29*	down	direct	*T. reesei*	[22]
123713	*medA*	down	indirect	*P. decumbuns*	[68]
76590	*pro1*	down	direct	*P. oxalicum*	[37]
4430	*wetA*	down	indirect	*P. decumbuns*	[68]

## Discussion

### A cellulase production directly linked to the lactose concentration

The gene *xyr1* is widely reported to play the role of the major activator of the cellulase production in *T. reesei* [19]. As notably expected, we recovered in our network links between XYR1 and the main cellulolytic enzymes (especially the two main cellulases CBH1 and CBH2). In *Neurospora crassa*, cellulases are regulated by CLR-2 specifically, while *Tr*–XLNR, the ortholog of *xyr1*, is responsible of the hemicellulase expression [33, 69]. Thus, the regulation of cellulases and hemicellulases is performed through two independents pathways. While the genes responsible for this regulation are present in *T. reesei*, their behavior appears to be different as they show a coupling action of the regulation of both cellulases and hemicelullases, suggesting a different regulatory network in *T. reesei* compared to *N. crassa*.

Although observed in different *T. reesei* strains and culture conditions, authors in [70] and [71] have identified links between *xyr1* and *clr2* genes. Interestingly, we also found in our data such a strong correlation between *xyr1* and *clr2*, suggesting a common regulation on lactose. We found a significant number of regulatory links between *clr2* and cellulolytic enzymes. Unlike in *N. crassa*, where authors in [33] demonstrate a distinct effect of *clr2* and *xlnR* on hemicellulase and cellulase respectively, our data analysis show that *clr2* seems to be complemental to *xyr1* for both cellulases and hemicellulases activation in *T. reesei* Rut-C30. Thus, even though gene ID 26163 is the ortholog of *clr-2* in *N. crassa*, this observation argues for a different behavior in *T. reesei* Rut-C30.

Another difference between *T. reesei* and *N. crassa* regarding *clr2* is its location on the genome. Contrary to *N. crassa*, *clr2* in *T. reesei* pertains to a physical cluster, located on chromosome III [72], and containing the lactose permease CRT1, established as essential for cellulase induction on a lactose substrate as it allows lactose uptake [22, 64]. 

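Additional file 3 places *crt1* and *clr2* (ID 26163) on chromosome V of the QM6a assembly, at the adjacent positions 344 and 345 in the order of genes. Within groups of libraries CLR2 and CRT1 had r = 0.840 and rho = 0.812 over the 33 libraries.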

Due to this proximity between *clr2* and *crt1*, we may assume a regulation of *crt1* by CLR2. In *N. crassa*, the ortholog of *crt1* is *sud26*, and encodes a sugar transporter which is located next to a transcription factor of unknown function TF-48.

In *N. crassa*, *clr2* is repressed by the carbon catabolite repression [33]. We do not know if such an extrapolation to *T. reesei* is valid, but interestingly, the Rut-C30 strain has a partial release of catabolite repression due to the truncation of *cre1*, allowing us to suggest a possible release of the repression of *clr2*, leading to a low expression of CLR2 and CRT1, and thus to a low lactose uptake. This low level of lactose would be sufficient to initiate the induction of cellulases through the increased expression of XYR1 and CLR2. Without the lactose inducer, we assume that this low expression of CLR2 and CRT1 is not sufficient to intensively produce cellulases, and their expression remains low.

As established in [22], the gene *ace3* is known in *T. reesei* to be involved in the cellulase induction on lactose. Furthermore, as presented in [73], *ace3* seems to interact with *xyr1* to initiate cellulase production. Based on your data and their interpretations, especially regarding the strong correlation between *clr2* and *xyr1*, we may suppose an additional interaction between *ace3* and *clr2*. This result can also be corroborated by the fact that the invalidation of *ace3* in [73] leads to a decrease of XYR1 and CLR2 expressions. However, we note that the expression of ACE3 is not directly correlated with the lactose concentration as the maximal expression of ACE3 is obtained on a mixture of glucose and lactose (G_75_-L_25_). Thus, the regulation of XYR1 by *ace3* could be complemented by another mechanism necessary for cellulase induction on pure lactose, and without glucose.

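Within groups of feed and time, CLR2 and ACE3 had Pearson's r = 0.572 (permutation p = 0.00083, adjusted p = 0.00104) and Spearman's rho = 0.556 (permutation p = 0.00287, adjusted p = 0.00331) over the 33 libraries. For the 36 libraries together, r was 0.743. Without the 2 farthest of the 33 libraries it was 0.500. Of random pairs of genes over the 33 libraries, 5.44% had a correlation as large as that of CLR2 and ACE3. For XYR1 and ACE3 this share was 2.78%. For CLR2 and ACE3 among the 23 of the 33 libraries labelled 2014 r was 0.621. Among the 10 labelled 2015 it was 0.304 (permutation p = 0.723), so that the relation was not detectable in the latter. With 2014_274 included r was 0.875 for 2014, and with 2015_430 and 2015_431 it was -0.0367 for 2015. XYR1 and ACE3 had r = 0.636 over the 33 libraries, 0.654 for 2014 and 0.572 for 2015 (permutation p = 0.458), and -0.238 for 2015 with 2015_430 and 2015_431. With its proposed targets, ACE3 had r = 0.754 for BGL1, 0.690 for CEL3E and 0.843 for CEL1B over the 33 libraries, with rho = 0.799, 0.765 and 0.834. Within the 33 libraries, r was 0.784, 0.709 and 0.824 for 2014 and 0.636, 0.642 and 0.958 for 2015, and 0.686, 0.610 and 0.805 without the 2 farthest libraries. BGL1 and CEL3E had r = 0.735 and rho = 0.712. From the correlation of *clr2* with *xyr1*, the paper proposes an additional interaction between *ace3* and *clr2*.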

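At 24 h ACE3 (ID 77513) changed by 1.68 ± 0.18 on G90-L10, 2.45 ± 0.16 on G75-L25 and 2.24 ± 0.14 on L100 over the 33 libraries (log2 fold change ± SE). The differences of G75-L25 were 0.22 against L100 (adjusted p = 0.334, edgeR) and 0.78 ± 0.22 against G90-L10 (adjusted p = 0.0684). At 48 h it changed by 0.99, 1.49 and 1.00, with differences of 0.49 against L100 (adjusted p = 0.0189) and 0.50 against G90-L10 (adjusted p = 0.202). Over all 36 libraries the differences against L100 were 0.02 at 24 h and 0.58 at 48 h (adjusted p = 0.0596). Between 24 h and 48 h its response to L100 fell by 1.23 ± 0.20 (adjusted p = 1.24e-03, interaction term over the 33 libraries).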

### Gene expression profiles of *bgl1*, *cel3e* and *cel1b* follow *β*-glucosidase activity

A previous study had shown an effect of sugar mixtures to influence the composition of the enzymatic cocktail of *T. reesei* [52]. A higher *β*-glucosidase activity was observed in the presence of a glucose-lactose mixture compared to pure lactose. This result obtained in the CL847 strain is here confirmed in the reference hyper-producing Rut-C30 strain.

In the transcriptome performed on the various glucose-lactose mixtures, a group of DE genes ($\mathcal {U}_{\simeq }$) has an expression profile correlated to *β*-glucosidase activity. These genes are overexpressed by lactose but without correlation with the amount of lactose, and their maximal expression are recovered for the intermediate level of lactose (G_75_-L_25_). We suppose that these results can not be fully explained by the CRE1-dependent catabolite repression impairment. Among these genes, three *β*-glucosidase are identified, whose two are extracellular (*bgl1* and *cel3e*) while the other is an intracellular *β*-glucosidase (*cel1b*). It has been shown previously that in presence of lactose the extracellular enzyme activity is mainly produced by *bgl1* [74]. Our results seem to demonstrate that for a full expression of *bgl1*, presence of lactose is required independently of glucose. Nothing is known about the regulation of *cel3e* but its expression profile is similar to *bgl1*. This two genes have been previously identified as co-regulated by the same substrate [75]. There is therefore a correlation between the expression of these genes and enzymatic activity of BGL1. It would thus be interesting to delete *cel3e* to study the impact of its absence on the global extracellular *β*-glucosidase activity in glucose-lactose mixture.

In the regulatory network, *bgl1* and *cel3e* are connected to both *ace3* and *pmh29*. However, *ace3* has a similar profile as the previously mentioned *β*-glucosidase (*cel3a* and *cel3e*) while *pmh29* is anti-correlated. It would therefore be interesting to explore the role of its two transcription factors in the control of CEL3A/BGL1 and CEL3E under glucose-lactose induction conditions. The roles of *ace3* and *pmh29* in cellulase regulation have recently been explored [22]. However, the difference in genetic background (QM6a and QM9414) and experimental conditions (100 % lactose batch) does not allow the results of these experiments to be extrapolated to the regulation observed here.

Another *β*-glucosidase, CEL1B, is present in cluster $\mathcal {U}_{\simeq }$. This intracellular enzyme appears to play an essential role in lactose induction since the joint invalidation of *cel1b* and *cel1a*, another intracellular *β*-glucosidase, abolishes the production of cellulases on lactose. However, invalidation of *cel1b* alone does not appear to have any effect while invalidation of *cel1a* produces a delay in induction on lactose which is restored by galactose [76]. Surprisingly, the transcriptomic profile of *cel1a* is different from that of *cel1b* since it belongs to the cellulase cluster $\mathcal {D}_{-}$. 

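CEL1A (ID 120749), which Additional file 3 lists in cluster U-, changed by 1.94 ± 0.24 on G90-L10, 2.61 ± 0.22 on G75-L25 and 2.86 ± 0.20 on L100 at 24 h over the 33 libraries (log2 fold change ± SE). At 48 h the changes were 1.53, 2.08 and 2.39 (adjusted p = 1.62e-11 on L100, edgeR with Benjamini-Hochberg adjustment), and 1.53, 2.17 and 2.14 over all 36 libraries. For CEL1B the changes on these feeds were 1.52, 2.11 and 2.00 at 24 h and 1.01, 1.32 and 1.24 at 48 h over the 33 libraries.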

The difference in its profiles could indicate a different response between these two genes depending on whether or not glucose is present. Thus the expression of CEL1A could be negatively regulated by the presence of glucose and induced by lactose while CEL1B could be induced by lactose but insensitive to the presence of glucose. As *cel1b* is also connected to the regulators ACE3, it would be interesting to explore the role of ACE3 and PMH29 regulators in the expression of CEL1B.

### A dedication to cellulase production to the detriment of growth

Strinkingly, orthologs of transcription factor genes (IDs 4430, 76590 and 123713) described as involved in developmental process have been identified in this transcriptomic study. All of them being part of cluster $\mathcal {D}_{-}$ and so down-regulated in lactose compared to glucose.

Firstly, ID 76590 is the ortholog of *pro1* in *Sordaria macrospora* (67 % identity) and *Podospora anserina* (49 % identity), and the ortholog of *adv-1* in *Neurospora crassa* (67 % identity). The gene *Tr*–*pro1* is required for fruiting body development and cell fusion [56, 57]. In *P. anserina*, *pro1* activates the sexual recognition pathway including the pheromone and receptor genes and is probably involved in the control of the entry in stationary phase [77]. In *Penicillium oxalicum*, deletion of *pro1* (43 % identity) has been proved to increase cellulase production [37]. No similar phenotype has been described in other fungi. 

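HPR1 (ID 64018), the pheromone receptor, had log2 fold changes against G100 of -2.10 ± 0.30 on L100 at 24 h (SE, adjusted p = 4.89e-07, edgeR) and -3.33 ± 0.34 at 48 h (adjusted p = 1.07e-09) over the 33 libraries, and of -2.35 at 48 h over all 36. On the mixtures its changes lay from -1.05 to -0.50, with adjusted p-values from 0.0528 to 0.247. There Tr-PRO1 had adjusted p-values from 4.97e-03 to 0.0750 and was DE on neither mixture. Within groups of feed and time Tr-PRO1 and HPR1 had Pearson's r = 0.762 (permutation p = 0.00048, adjusted p = 7.20e-04) and Spearman's rho = 0.682 (permutation p = 0.00069, adjusted p = 9.41e-04) over the 33 libraries. Without the 2 farthest libraries r was 0.608, over all 36 it was 0.907, and within the 33 it was 0.743 among the 23 libraries labelled 2014 and 0.897 among the 10 labelled 2015.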

At low lactose concentration obtained in our experiments, *Tr*–*pro1* is down regulated and linked in the GRN to *hpr1*, the mating type pheromone receptor.

Secondly, ID 123713 is the ortholog *MedA* in *Aspegillus nidulans* (42 % identity), coding for a protein with unknown function, but required for normal asexual and sexual development. We determined that the *N. crassa* ortholog of *MedA* is *acon-3*, a gene required for early conidiophore development and female fertility. We also note that in [78], authors show that *Tr*–*MedA* is repressed by CRE-1 in QM9414 *Δ*cre1, thus suggesting a role of the partial carbon catabolite derepression regarding the observed down-regulation of ID 123713. In *N. crassa*, *acon-3* is positively regulated by the transcription factor ADA-6 involved in conidiation, sexual developement, and oxidative stress response [58]. Interestingly, *ypr1* (ID 102499), the yellow pigment regulator, DE in our data, displayed 35 % identity with *ada-6*. In contrast to *Tr*–*MedA*, *ypr1* is up-regulated on lactose and its regulatory function seems restricted to the sorbicillin cluster [60].

The gene with ID 4430 is the ortholog of *wet-1* of *N. crassa* (72 % identity), of *WetA* in *A. nidulans* (60 % identity) and *Fusarium graminearum* (43 % identity). In contrast to *Aspergilli* and *F. graminearum*, *wet-1* mutant is phenotypically similar to the wild-type strain with no conidiation defect [55]. A regulatory cascade with *WetA* regulated by *AbaA* itself regulated by *BrlA* was described in *Aspergillus* [79]. The regulatory cascade between *aba1* and *wet-1* is preserved in *N. crassa* and *F. graminearum*. In *P. decumbens*, an industrial lignocellulolytic enzymes production strain, expression of cellulases genes is upregulated in *BrlA* deletion strain [68]. In *T. reesei*, *rxe1* is involved in regulation of conidiation and modulated positively by the expression of *xyr1* and cellulase and hemicellulase genes [31]. Unfortunately, the low percentage of identity (20 %) between *rxe1* and *BrlA* does not allow us to go further regarding the regulatory link with *Aba1* and then *wet-1*, as in the regulatory cascade described in *Aspergillus*. In addition, in our transcriptomic data, neither *rxe1* nor *Aba1* is differentially regulated, so down-regulation of *wet-1* does not seem to be dependent of these genes. Eventually, further experiments would allow us to decipher the role of *wet-1* on cellulase production and if there is a putative regulatory link between *wet-1* and *rxe1*.

In *Aspergillus nidulans*, MEDA acts as a repressor of *BrlA* expression and is an activator of *AbaA* expression [80]. Although, no direct regulation relation between *MedA* and *WetA* in *T. reesei* has been described, it is worth to note that these genes, both involved in the regulation of conidiation, are down-regulated on lactose. Interestingly in *A. niger*, authors in [80] showed that the secretion of the vegetative mycellium is repressed by sporulation, thus indicating a reverse link between conidiation and secretion. Thus, *Tr*–*WetA* and *Tr*–*MedA* down-regulation could be a result of the lactose fed batch cultivation mode where the carbon flux is maintaining a near-vegetative state without growth. Conversely, glucose feed resulted in biomass growth leading to conidiation.

Altogether, the down regulation of *Tr*–*pro1*, *Tr*–*wet1* and *Tr*–*acon3* on lactose compared to glucose could reflect a balance between vegetative growth, sexual and asexual development. In the fed-batch condition, the lactose is provided to maintain the biomass without growth. In contrast, starvation could create a path to conidiation or glucose could redirect to sexual development. The equilibrium is maintained through the down regulation of essential developmental transcription factor.

Finally, as already observed in previous studies, but in other strains and conditions ([28, 82]), we noticed that links between development and cellulase production are also recovered in a strain having an highly modified genomic background in addition to be observed in industry-like condition. Hence, such a mechanism seems highly preserved through very heterogeneous strains and conditions.

## Conclusions

This study is the first considering the effect of various carbon sources (glucose/lactose mixtures) in a fed-batch mode on the transcriptome of *T. reesei* Rut-C30. In such a condition, we highlighted an interdependence between crucial transcription factors (XYR1, CLR2 and ACE3) known to participate to cellulase and hemicellulase production. We also correlated the transcriptome to the *β*-glucosidase activity observed in a previous study [52] and revealed a repression of the development process during the cellulase production. These conclusions provide us with plausible targets for further genetic engineering leading to better cellulase producing strains.

## Methods

### Strain and media

*T. reesei* RUT-C30 (ATCC 56765) was received from ATTC on October 2013, spread on PDA plates and incubated until sporulation. Spores were harvested with 50 % glycerol solution then stored at −80^∘^*C*. Spore solution concentration was 6e9 mL ^−1^. Culture media are prepared according to [53] (case with 25 m M dipotassium phthalate) and supplemented with 12.5 g L ^−1^ glucose. Feeding solutions (stoichiometric mix of carbon and nitrogen sources) were prepared according to [52].

### Fed-flask cultivations

Fed-flask cultivation was performed according to [52] with few modifications. For each replicate, a Fernbach flask was prepared with 250 mL culture medium and inoculated with around e7spores mL ^−1^. Initial growth phase on glucose lasted around 48 h and resulted in around 7 g L ^−1^ biomass. Immediately after glucose exhaustion, empty 250 mL Erlenmeyer flasks were filled with 50 mL broth per flask then fed at 0.3 mL h ^−1^ (using Dasgip MP8 peristaltic pumps) with different sugar solutions (one flask fed with pure lactose, one flask fed with pure glucose, one flask fed with a mixture of glucose and lactose). Pure glucose (G_100_) feed and pure lactose (L_100_) feed were replicated 6 times, 75 % glucose + 25 % lactose mixture (G_75_-L_25_) was replicated 4 times, and 90 % glucose + 10 % lactose (G_90_-L_10_) was replicated 2 times. Incubation was performed in an Infors rotary shaker at 30 ^∘^*C* and 150rpm. Analysis (biomass dry weight, protein concentration, sugars concentration, enzymatic activities) were performed according to [52].

### RNA-seq library preparation and analysis

#### Library preparation and RNA-seq data acquisition

The pipeline used for library preparation and RNA-seq data acquisition is similar to the ones presented in [29, 54], and for which we summarize the main steps. Libraries were prepared using the strand specific RNA-seq library preparation TruSeq Stranded mRNA kit (Illumina). They were multiplexed by 6×6 flowcell lanes for a 50bp read sequencing on a HiSeq 1500 device (Illumina). Eoulsan pipeline [83] is used for reads analysis. For each of the 36 samples, an average of 35±10 millions passing Illumina quality filter reads was obtained. Trimming of poly N read tails, reads with less than 40 bases and reads with quality mean lower than 30 were performed. Reads Alignements and gene expression were performed as previously described with the*Trichoderma reesei* genome annotation version 2 from Joint Genome Institute. The RNA-seq gene expression data and raw fastq files are available on the GEO repository (www.ncbi.nlm.nih.gov/geo/) under accession number: GSE82287.

#### Normalization and differentially expressed genes identification

RNA-seq data normalization and differential analysis was performed thanks to the DESeq Bioconductor R package (version 1.8.3) [84]. The normalization method implemented in DESeq assumes that only a few number of genes are differentially expressed and corresponds to a median scale normalization.

The differential analysis relies on a statistical model, and more precisely on the negative binomial distribution with variance and mean related by local regression. This approach allows us to identify, for each gene, if the observed difference in read counts is significant. An adjustment for multiple-testing with the procedure of Benjamini and Hochberg [85] was also performed. Hence, we assumed that a gene is said differentially expressed when the adjusted *p*-value was lower than 0.001 and the absolute value of the log2(FC) was higher than 2. Here, FC refers to the fold change of the read counts for the tested condition against the read counts for the reference condition. In this way, we independently compared at 24 h and 48 h the read counts obtained on G_75_-L_25_, G_90_-L_10_ to those obtained on G_100_, or L_100_. In addition read counts obtained on L_100_ are also compared to those obtained on G_100_. This approach, sketched in the circuit design displayed in the Additional file 2, leads to ten possibilities for a gene to be identified as differentially expressed.

#### Gene expression matrix construction

For clustering and network inference, the establishment of a relevant gene expression matrix is needed.

For this purpose, we used results from the differential analysis. More precisely, we selected the subset of genes which are identified as differentially expressed in at least one on the ten studied comparisons. We decided to remove genes having at least one missing value over the ten comparisons. Doing this, we selected 650 genes for which a complete expression profile was available, composed of ten log2 expression ratios values leading to the gene expression matrix used to carry out the clustering. We note that, in this matrix, the fold change is computed on the average of the read counts across the biological replicates for a given condition (test or reference). For the network inference part, we choose to deal with a slightly modified version of this expression matrix, while keeping the same initial set of the 650 DE genes. To enforce the relevance of the metric used in network inference methods, we chose to deal with all biological replicates for the tested conditions while all reference conditions were pooled, with glucose or lactose pure are chosen as reference conditions. In other words, the log fold change is computed between the read count coming from a biological replicate of the test condition and the averaged read counts of the reference condition. Hence, for a given comparison, we obtained as many log fold changes as biological replicates. In order to harness the variability caused by this approach, we removed genes for which a biological replicate has a null read count. As a result, the final matrix contains 593 genes, where for each gene the expression profile contains 32 components. This procedure allows us to deal with expression profiles having a sufficient number of components to obtain a more reliable inferred network.

### Clustering and functional analysis of differentially expressed genes

#### Clustering

As previously mentioned, clustering is performed on the 650 genes. Each gene is characterized by its ten-component expression profile. The following approach was completely performed using the Multi Experiment Viewer (MeV) software [86]. Firstly, a hierarchical clustering allows us to estimate the optimal number *K* of clusters hidden in the data. By choosing the Euclidean distance metric and the average linkage method, results suggest *K*=5 clusters. Then, the *K*-means algorithm (originating in [87]) is preferred in order to obtain a final gene classification. As this method is sensitive to initialization, we performed ten independent runs of *K*-means with random initialization; the Euclidean distance is used for each run. Results are subsequently aggregated into five consensus clusters. The aggregation is constrained by a co-occurrence threshold, fixed to 80 %. As a result, the 650 genes are completely classified into five clusters and no unassigned cluster was found.

#### Functional analysis

A functional analysis was performed throughout a full expert annotation of the classified genes. More precisely, our annotation is based on the functionnal annotation from *T. reesei* v2.0 JGI portal [88], including EC annotation and KEGG pathway, SignalP, InterPro and GO files. This first annotation was complemented by functionnal annotation issued from orthologs of several species (*S. cerevisiae, P. anserina, S. pombe, A. niduland* and *N. crassa*). The orthologs were obtained from FungiPath (www.fungipath.i2bc.paris-saclay.fr/). Eventually the annotation was updated regularly thanks to literature in addition to the more recent one given in [89]. By convention in this manuscript, we shall denote by *Tr*–XXX the gene in *T. reesei* for which the ortholog in an other specie is XXX. Otherwise, genes are labeled as unknown. This functional annotation allows us to manually provide meaning to clustering results. Note that we voluntary chose to use protein IDs of the reference genome QM6a. However, in Additional file 3, we provide the correspondence with Rut-C30 protein IDs given by [14].

### Network inference and promotor analysis

#### Network inference

Network inference was performed using the gene expression matrix containing 593 genes (and 32 differential expression levels) as input. We firstly obtained a complete weighted network $\mathcal {G}(\mathcal {V}, \mathcal {E} ; \omega)$, linking all genes $\mathcal {V}$ by links $\mathcal {E}$ with weight *ω*. This step was performed thanks to the CLR (Context Likelihood of Relatedness) algorithm [61]. The weights *ω*_*i*,*j*_, affected to each pair (*i*,*j*) of genes, are based on the mutual information metric which quantifies the mutual dependence or the information shared between expression profiles of genes *i* and *j*. From this complete gene network, a threshold selects the most relevant gene links. For this purpose, we used the network enhancement algorithm BRANE Cut [40]. Briefly, each edge *e*_*i*,*j*_ in the complete network is labeled by a variable *x*_*i*,*j*_ set to 1 if the link has to be in the final network, and 0 otherwise. By optimizing a cost function over the variable $\boldsymbol {x} = \left (x_{i,j}\right)_{i \in \mathcal {V}, j \in \mathcal {V}}$, the minimizer ***x***^∗^ gives us the optimal set of links on the final graph. In order to select the relevant links, biological and structural constraints are encoded in the cost function. Indeed, in addition to favoring strongly weighted edges, this post-processing method prefers links around labeled transcription factors (TF). Moreover, thanks to an additional constraint, links between a gene and a couple of transcription factors, if this latter couple is identified as co-regulator, are also preferentially selected. As a result, we obtain an inferred network composed of 161 genes and 205 edges.

#### Promoter analysis

The promoter analysis was performed using the Regulatory Sequence Analysis Tools (RSAT) software [63]. From each set of genes to study (linked to a specific TF), promoter sequences from −1 to −1000 upstream bases are retrieved using the *retrieve sequence* tool. From these sequences, a detection of over-represented oligonucleotides was performed thanks to the *oligo-analysis* tool. We used the reference sequence set of *Trichoderma reesei* as background model. As mentioned in [90], this choice is driven by the fact that the input sequences (the query) are a subset of a larger collection (the reference). As a result, we obtain a list of over-expressed oligonucleotides (from hexa- to octo-) and several larger motifs assembled from the previous ones using the *pattern assembly* tool. Significance and count matrices are also obtained at this stage and lead to the establishment of sequence logo binding motifs. In order to detect the occurrences of the previously discovered patterns, we used the *string-based pattern matching* (dna-pattern) tool. It provides a list of features indicating the positions of the motifs in the input sequences. A suitable way to deal with this data is to visualize them using the *feature map* tool. From the feature map, the presence of overlapping close motifs is commonly a good indication for the relevance of the discovered motif. This methodology hints at supposing that the set of initial tested genes detains a binding site of the linked TF. From the given occurrences, we also computed the average number of discovered sites on the tested subset of genes. Then, in order to give a statistical significance, we performed two statistical analyses: one based on the promoter sequence of the whole genome, the other based on the a set of random promoter sequences. For both statistical analysis, the occurrences are also computed and averaged over the number of involved sequences. Then a *t*-test was carried out in order to deem significance (or not) to the average number of discovered sites. The significance is given for a *p*-value lower than 0.05.

## Supplementary Information

**Additional file 1** Study of the biomass concentration during the *fed-batch*. This PNG file contains experimental results regarding the study of the Rut-C30 biomass concentration at 0 h, 24 h, 48 h and 120 h during the *fed-batch* on G_100_, G_75_-L_25_, G_90_-L_10_ and L_100_.

**Additional file 2** Circuit design. This PDF file contains an illustration of the methodology used to perform the differential analysis.

**Additional file 3** List of mutated and/or differentially expressed genes. This Excel file contains two sheets. In the first one, we found the list of differentially expressed genes and contains information regarding gene name, gene function, orthologs in various species (*S. cerevisiae*, *A. nidulans* and *N. crassa*), whether the gene is a transcription factor, expression ratios and the label of the cluster to which it belongs. In the second sheet, there is the list of mutated genes in Rut-C30, by comparison to QM6a, and the ones which are identified to be differentially expressed in our conditions.

**Additional file 4** Promoter analysis of *clr2*. This Excel file contains three sheets. The first one gathers results regarding the promoter analysis of *clr2* based on results obtained in the sub-network SubN_1_ generated by BRANE Cut [40]. The second sheet displays the pattern feature map while the third one contains the statistical analysis regarding the discovered promoter sequence.

## Data Availability

The datasets used and analyzed during the current study are available on the GEO repository (www.ncbi.nlm.nih.gov/geo/) under accession number: GSE82287. We also used two additional sources : the functional annotation from *T. reesei* v2.0 JGI portal (https://mycocosm.jgi.doe.gov/Trire2/Trire2.home.html) and the orthologs from FungiPath (http://fungipath.i2bc.paris-saclay.fr/)

## Abbreviations

CLR: Context likelihood of relatedness
DE: Differentially expressed
FC: Fold change
GO: Gene ontology
GRN: Gene regulatory network
JGI: Joint genome institute
LPMO: Lytic polysaccharide monooxygenase
MFS: Major facilitator superfamily
RSAT: Regulatory sequence analysis tool
TF: Transcription factor
EC: Enzyme commission

How the deposited data were processed for this re-analysis (not part of the article)

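RNA was measured by sequencing in fed-batch cultures of *T. reesei* Rut-C30 fed with pure glucose (G100), pure lactose (L100) or the mixtures G75-L25 and G90-L10, sampled at 24 h and 48 h after the start of the feed. The authors sequenced strand-specific libraries, removed poly-N tails and reads that were short or of low mean quality with the Eoulsan pipeline, and counted reads on the genes of the JGI annotation version 2. Each of the 36 deposited files holds the count of 1 library on the same 9129 genes, as whole numbers without normalization. For alignment and counting the text refers to earlier descriptions and does not name the programs, and reads shared by similar genes are handled as in the authors' counting.

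Feed and sampling time of each library came from its label. G100 and L100 have 6 libraries at each time, G75-L25 has 4 and G90-L10 has 2, which makes 8 groups. Labels start with 2014 for the pure feeds and with 2015 for the mixtures. Total counts had a mean of 23969794 and an SD of 7226253 per library (n = 36), with group medians from 19707876 on G100 at 24 h to 28636088 on L100 at 48 h. A count of 3 or fewer in every library of a group was treated as the floor, and a gene with both groups at the floor was given no fold change. With 1 group at the floor, the fold change was computed against the floor and given as a lower bound.

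Counts were analysed with edgeR 4.0.16 in R 4.3.3. The function filterByExpr kept 8347 genes over all 36 libraries and 8335 over the 33 libraries whose fold changes came closest to those of Additional file 3, less closely for L100 at 48 h than for the other groups. Normalization used TMM, and quasi-likelihood tests compared groups in 1 model that shares the estimate of the spread. P-values were adjusted by the Benjamini-Hochberg method over the genes tested. DE genes had an adjusted p below 0.001 and an absolute log2 fold change above 2, as in the Methods of the paper, which name DESeq 1.8.3. That version was not run here. Interactions of feed and time were called at an adjusted p below 0.05. Normalized counts are CPM, computed by edgeR's function cpm with TMM factors, and log2 CPM used a prior count of 2.

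The clusters, the marked transcription factors, the mutated genes and the functions of genes were taken from Additional file 3, of whose 650 genes 649 occur in the count files. Mutated genes were tested with Fisher's exact test, transcription factors with a two-sided permutation test of 100000 resamples, and clusters with the adjusted Rand index against 10 runs of *K*-means with 5 clusters, aggregated. Correlations of 15 pairs of genes were computed on log2 CPM minus the mean of each group, with 100000 permutations within groups and Benjamini-Hochberg adjustment over the pairs. Statistics and figures were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.

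Genes are named in the text by a fixed rule. It takes every gene that the Results, the Discussion or Table 1 name and whose ID the text or Additional file 3 gives. For the comparison of G75-L25 with G90-L10, the interaction of L100 and time, and the genes outside the range of the pure feeds, it adds the 3 genes with the smallest adjusted p in each direction past the threshold. Some genes under this rule are given only within counts and ranges. Genes named outside this rule are marked as chosen after their values were seen.

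The alternatives tried were DESeq2 1.42.0 in place of edgeR, RLE normalization, scaling by library size alone, no filter beyond 1 count (9010 genes), at least 10 counts in every library (7510 genes), a model of only the groups compared, a threshold of 1 on the absolute log2 fold change, a test against a log2 fold change of 1 (glmTreat), and each library left out in turn. For single tests they included another background, exon mutations alone, the published gene list, means or medians, Ward clustering and the libraries of each label year. The set of 33 libraries, alone and combined with DESeq2, RLE, only the groups compared, the label year or the alternatives of single tests, and *K*-means with the best of 20 random starts were added after the data were examined.

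The comparisons were tested on simulated data, in which 200 genes were changed between libraries of the same group. edgeR recovered 194 of them for groups of the size of L100, 194 for G75-L25 and 190 for G90-L10, with 0 false calls. DESeq2 recovered 195, 196 and 197, with 0, 0 and 1 false calls. The interaction test recovered 199 of 200 with 14 false calls. The subset search for Additional file 3 found the right libraries in 6 of 6 runs. These runs used G75-L25 with values made from the same normalized counts, so that a match was nearly fixed in advance. They did not cover L100. The test of transcription factors found 50 of 50 simulated differences and called 0 of 50 sets without a difference. The correlation test found 200 of 200 simulated relations and called 10 of 200 without one. The simulated relations were strong, so the recovery of weaker ones, such as that of CLR2 and ACE3, was not measured. *K*-means with single starts recovered simulated clusters with an index above 0.9 in 14 of 20 sets, and with the best of 20 starts in 20 of 20.

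Figure 1 of the paper and the promoter analysis were not analysed here, since the count files hold no data on them. The network, which the paper infers from ratios of these counts, was not inferred again here.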

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

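The tests in this part were chosen only after the results were seen, apart from the 2 tests by splits of the 33 libraries, which were chosen before.

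Within each group of 4 to 6 libraries, the highest or lowest library was singled out when its gap to the nearest other library was large against the range of the group (Dixon's test at the 95% level). Of 312 sets of values tested, 58 passed, where chance gives about 1 in 20, or 15.6. Library 2014_274 accounts for 36 of them and 2015_430 or 2015_431 for 12, and values of 1 library are not independent of each other.

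Library 2014_274 (L100 at 48 h) had far lower CPM than the other 5 libraries of its group for genes that lactose raises. It had 4150 CPM of CBH1, against 159000 to 206000 CPM in the others, 2260 of CBH2, 781 of CEL7B, 793 of CEL5A, 1.13 of XYN3, 33.3 of MAN1 and 229 of BXL1. XYN4 had 194 CPM, CEL1B 195 and CEL3D 6.45. For the regulators and transporters, XYR1 had 568 CPM against 3480 to 4360, CLR2 7.22, ID 121121 24.4, CRT1 1700, XLT1 43.7 and ID 69957 11.2. Genes that are low on lactose were high in this library. HFB2 had 21600 CPM against 75.1 to 1500, HFB3 3640, HPR1 19.1, Tr-WET-1 5.19, Tr-PRO1 624, Tr-ACON-3 791 and XYN2 50.2. The proteases with IDs 22210, 22459, 23171, 106661 and 124051 had 17.8, 55.1, 493, 5.48 and 8.06 CPM. The cell wall genes with IDs 74282, 103458 and 122127 had 732, 1.61 and 1220 CPM. Its median log2 difference from G100 was -0.74 in U+, -0.54 in U-, -1.68 in the uneven cluster, 0.31 in D- and 0.65 in D+, while the other 5 libraries had means of 3.94, 2.4, 0.99, -2.47 and -4.17.

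The values of 2014_274 argue against each of the explanations tested. For a library of another group under a wrong label, its distance to the mean of the closest group, G100 at 48 h, was 1.58 times the largest distance of that group's own libraries. For a mixture of RNA from an L100 and a G100 culture at 48 h, 352 genes lay more than 2-fold outside the range of both groups, and at most 25 did for any of the other libraries. For low depth, 28 libraries had a smaller total count. A strain that carries the genes deleted in Rut-C30 is excluded for 29 genes with 0 counts in the other 35 libraries, since their counts in 2014_274 summed to 0 as well. A lactose response that is weaker in the same proportion for all genes is excluded, since in 5 of 5 clusters the median lay on the other side of G100. The label gives this library the feed and time of the other 5, and no other biological explanation was tested. What set it apart stays open.

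Libraries 2015_430 (G75-L25 at 24 h) and 2015_431 (G75-L25 at 48 h) stood apart from the other 3 libraries of their groups. At 24 h, 2015_430 had 6140 CPM of CEL61A against 2620 to 2980, 238 of PMH29 against 25.0 to 47.6, 79.2 of YPR1 against 22.0 to 28.7, 968 of CEL1B against 1730 to 1880 and 70.9 of Tr-PRO1 against 149 to 163. Its median in the uneven cluster was 1.2 against 2.37 to 2.52. At 48 h, 2015_431 had 7140 CPM of CEL61A, 185 of PMH29, 127 of YPR1, 2.91 of ID 22210 against 9.70 to 9.98, and 40.2 of ID 74282 against 573 to 618. Its median in D+ was -3.83 against -2.80 to -2.62. Low depth is argued against, since only 1 of the 2 libraries had a smaller total count than every other G75-L25 library of its time. The deviations of both from the other G75-L25 libraries correlated across 8347 genes with r = 0.78, where genes are not independent replicates. Of 9 pairs of the other libraries, one from each time, 3 had r from 0.36 to 0.44 and 6 from -0.30 to -0.039. The 3 were the pairs with consecutive numbers, 2015_424 with 2015_425, 2015_426 with 2015_427 and 2015_428 with 2015_429. The deviations of 3 libraries partly cancel by construction, so both signs occur among these pairs. A culture difference shared by 2015_430 and 2015_431 is a candidate explanation, and deviations shared between the times may not be confined to these libraries. The labels name no culture. A label that hides a pure feed is argued against, although both libraries lay nearer to an L100 mean than to that of their own group. For 2015_430, each group of a pure feed had at least 2.15 times as many genes more than 2-fold outside its range as for any of its own libraries. Its distance (root mean square of log2 differences) was 0.535 to L100 at 24 h, 0.598 to L100 at 48 h and 0.64 to its own group. The L100 distances were 1.38 and 1.29 times the largest of those groups' own libraries. For 2015_431 this ratio was 1.15 for L100 at 48 h, with 127 against 110 genes, and at least 4.73 for the other groups. Its median in U+ was 3.07 against 3.79 to 4.04 on L100 at 48 h without 2014_274, a gap of 2.94 times that range, and at most 1.15 times for that group's own libraries. In U- the gap was 0.595 times the range, against at most 0.555, and in the uneven cluster, D- and D+ its median lay inside the range. Its distance to the mean of that group was 0.508, or 1.1 times the largest of the group's own libraries, and 0.716 to its own group. For 2015_431 the argument against L100 at 48 h therefore rests mainly on U+. For another mixture group, of 2 or 3 libraries, the distances to the group mean were 1.27 to 2.36 times the largest of its own libraries. A feed with more lactose stays open. The median of 1.2 is below that of every other G75-L25 library at 24 h and below the lowest L100 library at 24 h, which had 1.42. No biological explanation other than the share of lactose was tested.

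The other 10 sets of values past Dixon's limit are fewer than the 15.6 that chance gives. At 24 h on G100, YPR1 had 8.93 CPM in 2014_253 against 5.57 to 6.43, and 2014_248 had 185 CPM of ID 124051 and a median of -0.09 in D-. At 48 h on G100, 2014_267 had 1.90 CPM of ID 105805 and 35.4 of XLT1, and 2014_271 had 14.6 of ID 106661. On L100 at 24 h, CEL3D had 85.3 CPM in 2014_259, CEL3C 820 in 2014_255 and CEL12A 545 in 2014_257. The total count of 2015_425 (G75-L25 at 48 h) was 16364418. For these values no technical explanation beyond chance and no biological explanation was tested.

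The response to a feed differed between 24 h and 48 h, by the interaction of feed and time over all 36 libraries at an adjusted p below 0.05 (edgeR), for 5 genes on G75-L25 and for 2 genes on L100. The genes on L100 were ID 105222, with a change of -2.82 ± 0.52 between the times (SE, adjusted p = 0.0391), and ID 104461, with -1.8 ± 0.34 (adjusted p = 0.0391). On G100 itself ID 105222 rose by 2.38 from 24 h to 48 h, so its change includes a rise on the reference. On G75-L25 the 5 changes lay from -0.51 to -0.41. In a fit of the groups compared alone, the interaction of L100 gave 1 gene, and 3 of 100 splits of the libraries gave as many, the largest other count being 3. That of G75-L25 gave 48 genes, and 2 of 100 splits gave as many, with 207 genes in the largest other split. For the 33 libraries the interaction of L100 gave 417 genes in such a fit, and 2 of 100 splits gave as many, with 752 in the largest other split. Splits of the libraries are thus argued against as the whole source of these counts, although 1 other split exceeded the real one in each of the last 2 tests. For L100 the count depends on the libraries used, since leaving out 2014_274 alone gave 238 genes. A difference in the response between the sampling times is the biological explanation that the design gives, and it stays open together with differences between cultures that the labels do not name.

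Genes that changed between 24 h and 48 h on the same feed are not reported in the paper as a comparison. With all 36 libraries, 7 genes passed the thresholds on G100, 1 on G90-L10 (ID 27706, with a log2 fold change of 2.13), 2 on G75-L25 (ID 103813 with 2.43 and ID 77547 with -2.04) and 2 on L100 (ID 77547 with -2.16 and ID 4114 with -2.18). On G100 they were IDs 111442, 103015, 3267, 73173, 105222, 65106 and 112392, with changes from -4.42 to 2.38. These genes were named after their values were seen, and each also passed over the 33 libraries. In fits of the groups compared alone, 1 of 100 splits, the real one, gave as many genes as the 9 of G100. On G75-L25 the real count was 0, with 655 genes at an unadjusted p below 0.05, so that 35 of 35 splits gave as many, and on L100 it was 0 as well, with 1947 genes, so that 100 of 100 did. For G90-L10, with 2 libraries at each time, no splits were drawn. Sampling time is the biological explanation that the design gives. Batches are not named in the labels of 1 feed, and an effect of processing by sampling time was not tested.

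Of the 471 genes that were DE in at least 1 of the 10 comparisons over all 36 libraries, 30 are outside the 650 genes of Additional file 3, and over the 33 libraries 90 of 724 are. The paper does not report on these genes. The paper's own test is another one, and the cause was not tested. No biological explanation was tested for them.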

How the results depend on the processing

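The alternatives were set before the data were examined, except those on the 33 libraries whose fold changes come closest to those of Additional file 3 and the *K*-means with the best of 20 random starts, which were added after the data were seen. No test in this part was chosen after its result was seen other than these. No paired analysis was run, because the labels number the libraries serially, name no culture and repeat no number in 2 groups. Of the pairs computed on G75-L25, only those with consecutive numbers at 24 h and 48 h had deviations that correlated positively. A pairing by culture is therefore possible, and the comparisons of the times leave it out. The Methods divide the broth of each starting flask among feeds, but the labels name no flask, so that libraries of different feeds and times were treated as independent. Values below are over all 36 libraries with TMM unless a sentence says otherwise.

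With RLE normalization, and with no filter beyond 1 count, all 22 counts of genes stayed within 1.5 times the counts of the text. The comparison of G75-L25 with G90-L10 gave 0 genes at both times under every alternative run, leaving out single libraries included, except DESeq2 on the 33 libraries. In the fits of all libraries of a set, 37 to 1797 genes had an unadjusted p below 0.05 at 24 h and 29 to 1914 at 48 h. DESeq2 on the 33 libraries gave 3 at 24 h, IDs 77998 (log2 fold change -2.27), 106936 (2.5) and 110665 (2.1), named after their values were seen.

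With DESeq2, against G100 the counts were 51 in place of 19 on G90-L10 at 24 h, 19 in place of 7 on G90-L10 at 48 h and 150 in place of 98 on G75-L25 at 48 h. Against L100 they were 54 in place of 11 (G90-L10) and 18 in place of 6 (G75-L25) at 24 h and 106 in place of 44 (G90-L10) at 48 h. Between the times 5 genes in place of 1 changed on G90-L10 and 14 in place of 2 on L100, and the interaction gave 67 in place of 5 for G75-L25 and 127 in place of 2 for L100. Of the genes DE on G90-L10 against L100, 27.8% were up at 24 h in place of 90.9%, and 33% at 48 h in place of 72.7%. Over the 33 libraries with edgeR these shares were 36.5% and 44%. In fits of only the groups compared the share at 24 h was 29%. For these changes the cause was not tested.

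In fits of only the groups compared, the counts against G100 were 59 on G90-L10 at 24 h, 28 on G90-L10 at 48 h and 75 in place of 292 on L100 at 48 h, and 199 in place of 304 distinct genes were DE at 48 h. Against L100 they were 69 (G90-L10) and 11 (G75-L25) at 24 h. At 48 h both were 0, in place of 44 and 27, with 1961 and 1863 genes at an unadjusted p below 0.05. Between the times the counts were 0 on G90-L10, G75-L25 and L100, with 624, 655 and 1947 genes at an unadjusted p below 0.05, and the interaction gave 5 in place of 0 for G90-L10, 48 for G75-L25 and 1 for L100. These fits estimate the spread from fewer libraries. Among the counts given here, those whose groups include 2014_274 fell, and those whose groups do not rose or became 0.

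With library size alone, the counts against L100 were 34 (G90-L10) and 12 (G75-L25) at 24 h and 79 (G90-L10) at 48 h. Between the times 1 gene in place of 2 changed on G75-L25 and 1 on L100, and the interaction gave 0 for G75-L25, with 427 genes at an unadjusted p below 0.05, and 6 for L100. This scaling also moved the share of up-regulated genes. Up and down numbered 102 and 51 on G75-L25 at 24 h (66.7% up in place of 86.2%), 142 and 299 on L100 at 24 h (32.2% in place of 64.2%), 6 and 0 on G90-L10 at 48 h (100% in place of 85.7%), 61 and 20 on G75-L25 at 48 h (75.3% in place of 87.8%) and 128 and 169 on L100 at 48 h (43.1% in place of 74.7%). Against L100 they numbered 10 and 2 for G75-L25 at 24 h (83.3% in place of 66.7%) and 71 and 8 for G90-L10 at 48 h (89.9% in place of 72.7%). Between the times they numbered 1 and 4 on G100 (20.0% in place of 42.9%) and 1 and 0 on G75-L25 (100% in place of 50.0%), and with RLE normalization 1 and 2 on L100 (33.3% in place of 0%). For L100 against G100 the shift of all genes by library size alone goes with the share of the 10 most abundant genes, of at least 27.6% of the counts on L100 outside 2014_274 and at most 8.96% on G100. Relative to G90-L10 and L100 the median of all genes moved by -0.22 for G75-L25 against G90-L10 at both times, by 0.44 and 0.49 for G90-L10 against L100 at 24 h and 48 h, and by 0.22 and 0.26 for G75-L25 against L100.

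With at least 10 counts in every library, fewer genes are tested. The counts were 222 in place of 352 on L100 at 24 h, 65 on G75-L25 and 177 on L100 at 48 h, 28 for G90-L10 against L100 at 48 h and 1 in place of 2 between the times on L100, and 229 distinct genes were DE at 24 h, 182 at 48 h and 281 in any comparison in place of 471. With a threshold of 1 on the absolute log2 fold change, which is looser by construction, 420 genes were DE on G75-L25 and 965 on L100 at 24 h, 261 and 856 at 48 h, 33 (G90-L10) and 26 (G75-L25) against L100 at 24 h, 143 and 116 at 48 h, 11 between the times on G100 and 30 on L100. Distinct genes numbered 1025 at 24 h, 906 at 48 h and 1328 in any comparison. The test against a log2 fold change of 1 (glmTreat) is stricter. It gave 5 genes on G90-L10, 66 on G75-L25 and 223 on L100 at 24 h, and 0 (164 at an unadjusted p below 0.05), 14 and 178 at 48 h. Against L100 it gave 0 (245) for G90-L10 and 0 (81) for G75-L25 at 24 h and 3 and 5 at 48 h, and between the times 1 on G100 and 0 on G90-L10, G75-L25 and L100 (38, 54 and 113). Distinct genes numbered 225, 178 and 278.

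Over the 33 libraries the counts were 94 on G90-L10 at 24 h and 63, 195 and 586 at 48 h on G90-L10, G75-L25 and L100. Against L100 they were 104 and 25 at 24 h and 209 and 161 at 48 h for G90-L10 and G75-L25. Between the times they were 15, 3, 4 and 21 on G100, G90-L10, G75-L25 and L100, and the interaction gave 22 for G75-L25 and 542 for L100. Distinct genes numbered 621 at 48 h and 724 in any comparison. DESeq2 on the 33 libraries gave, in the same order, 98, then 77, 215 and 600, then 117, 35, 218 and 190, then 16, 8, 14 and 26, then 144 and 726, then 642 and 756, with 261 in place of 167 on G75-L25 at 24 h and 1 gene for the interaction of G90-L10. RLE normalization on them gave 93, then 64, 195 and 589, then 105, 25, 205 and 162, then 15, 3, 4 and 22, then 32 and 539, then 623 and 728. Only the groups compared, of the 33 libraries, gave 59 on G90-L10 at 24 h, 28 on G90-L10 and 525 on L100 at 48 h, 69 (G90-L10) and 25 (G75-L25) against L100 at 24 h, 90 for G75-L25 against L100 at 48 h, 14 between the times on G75-L25, 4 on L100 and 0 on G90-L10 (624 at an unadjusted p below 0.05), 5, 94 and 417 for the interactions of G90-L10, G75-L25 and L100, and 546 distinct genes at 48 h.

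With each library left out in turn, the counts against G100 ran from 10 to 77 on G90-L10 at 24 h, and at 48 h from 2 to 47 on G90-L10, from 65 to 223 on G75-L25 and from 2.5e+02, to 2 significant digits, to 580 on L100. Against L100 they ran from 8 to 87 for G90-L10 and from 2 to 18 for G75-L25 at 24 h, and from 30 to 183 and from 20 to 72 at 48 h. Between the times they ran from 4 to 11 on G100, from 1 to 3 on G90-L10, from 0 to 6 on G75-L25 and from 1 to 12 on L100. Distinct genes at 48 h ran from 265 to 604. Each of these highest counts came from leaving out 2014_274, and the lowest on G75-L25 at 48 h from leaving out 2015_431. The interaction ran from 0 to 95 genes for G75-L25, the highest without 2015_424, and from 0 to 238 for L100, the highest without 2014_274. In 18 of these fits it was 0 for L100, with 797 to 976 genes at an unadjusted p below 0.05, and in 4 it was 0 for G75-L25, with 496 to 596. The 4 fits with 0 genes between the times on G75-L25 had 436 to 726.

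Genes with both mixtures outside the range of the pure feeds at an absolute log2 fold change above 1 numbered 1 at 24 h and 0 at 48 h over the 36 libraries, and 2 and 6 over the 33. With G75-L25 alone they numbered 3 and 8 over the 36 libraries, and with a threshold of 0.5 there was 1 at 48 h. Over the 33 libraries they numbered 13 and 21 with G75-L25 alone, and 4 and 14 with a threshold of 0.5.

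The odds ratio for mutated genes, 0.794 over the 36 libraries, was 1.36 over the 33, 1.2 for the 650 published genes and 1.02 for these against all genes in the files. These lists differ, and 0 of the 6 tests reached a p below 0.05. The difference in absolute log2 fold change between transcription factors and other genes in the down clusters was -0.28 and became -1.02 over the 33 libraries (permutation test, p = 0.00522), and -0.94 (permutation test, p = 0.00536) over these with the IDs that the text also calls transcription factors. The other alternatives had permutation p-values from 0.0560 to 0.784. The adjusted Rand index with the published clusters was 0.631 (0.584 to 0.679 over resampled genes), 0.496 with Ward clustering, 0.826 with the fold changes of Additional file 3, 0.804 over the 33 libraries and, over these, 0.712 with Ward clustering and 0.985 with the best of 20 starts. With the mean in place of the median, 26 of 30 cluster profiles moved by less than the spread between libraries, and those on G90-L10 moved to 0.83 in U- at 24 h, 0.75 in U- at 48 h, 2.33 in the uneven cluster and -0.79 in D- at 24 h. The profile of D+ on L100 at 48 h was -4.54 over the 33 libraries, in place of -1.70. With each library left out, it ran from -4.54 without 2014_274 to -1.47. On G90-L10 the ranges were 2.27 to 2.5 in U+, 0.87 to 1.00 in U-, -0.89 to -0.81 in D- and -2.12 to -1.58 in D+ at 24 h, and 1.62 to 1.87 in U+, 0.68 to 0.91 in U-, 0.83 to 1.58 in the uneven cluster and -2.80 to -2.39 in D+ at 48 h.

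Of the log2 fold changes of named genes, RLE normalization left 142 of 142 with the same direction and side of the threshold, and DESeq2 left 136 and moved 6 past it. With library size alone 118 stayed, 5 passed, 17 no longer passed and 2 reversed. Those were ID 105805 on L100 at 24 h, with -0.25, which a ratio of mean normalized counts put at -0.006, and PMH29 on L100 at 48 h, with -0.55. That scaling moved the median of all genes by -0.59 in both comparisons, so neither reversal exceeds the common shift. ID 105805 had few counts in the pure feeds, and the depth limits its fold change there. Fits of only the groups compared left 118, moved 6 past the threshold and 17 below it. In the 33 libraries 111 stayed, 29 passed and 2 reversed. BGL1 on G75-L25 at 48 h became 0.20, and 0.19 with DESeq2, RLE or only the groups compared on these libraries. XYN2 on G75-L25 at 24 h became 0.31, 0.31, 0.31 and 0.32. With each library left out, 5011 of the values stayed, 31 passed, 50 no longer passed, 2 moved and 18 reversed. The ranges of genes with a reversal were -0.18 to 0.93 for ID 105805 on L100 at 24 h (lowest without 2014_255), -0.38 to 0.20 for BGL1 on G75-L25 at 48 h (highest without 2015_431), -0.086 to 0.37 for PMH29 on L100 at 48 h (lowest without 2014_268), and for XYN2 -0.41 to 0.31 on G75-L25 at 24 h (highest without 2015_430), -0.60 to 0.39 on G90-L10 at 24 h and -0.85 to 0.25 on G90-L10 at 48 h.

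Of the 15 correlations within groups, 14 stayed with the 24 libraries labelled 2014 alone and 13 with the 12 labelled 2015 alone, where XYR1 and ACE3 had r = -0.238 and CLR2 and ACE3 r = -0.0367. Within the 33 libraries, the 2 pairs had r = 0.572 and 0.304 among the 10 labelled 2015, so that both negative values rest on 2015_430 and 2015_431. Of the 15 pairs, 14 passed an adjusted p below 0.05 for both coefficients among the 23 labelled 2014, and 0 among the 10 labelled 2015, with 4 at an unadjusted p below 0.05 for r. These 10 allow 144 arrangements within groups, and the smallest p they can give is 0.00694. XYR1 and Tr-PRO1, with a negative r over the 36 libraries, had r = 0.285 over the 33, 0.255 and 0.600 among those of the 33 labelled 2014 and 2015, and 0.0115 without the 2 farthest libraries. Median-of-ratios size factors left all 15 unchanged in direction and side of the threshold. The cause of these changes was not tested.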

Differences from the paper's values

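No test in this part was chosen after its result was seen, other than the comparisons on the 33 libraries, which were chosen after seeing the values.

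At 48 h the paper counts 552 distinct genes DE against G100, and 304 were counted here. Of the alternatives set before the data were examined, leaving out 2014_274 gave 604 and closed the gap. The others, with DESeq2 at 356 and a threshold of 1 on the absolute log2 fold change at 906, did not. The 33 libraries, chosen after seeing the values, gave 621, and 642 with DESeq2, 623 with RLE normalization and 546 in fits of only the groups compared.

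The paper's counts in Fig. 2, read by eye, differ for 4 comparisons with G100. On G90-L10 at 24 h the paper has about 81 (Fig. 2), and 19 were counted here. Fits of only the groups compared, with 59, and leaving out 2014_274, with 77, closed the gap, and the other alternatives set before the data were examined did not. On G90-L10 at 48 h the paper has about 57 (Fig. 2) and 7 were counted, and only leaving out 2014_274, with 47, closed the gap among these alternatives. On G75-L25 at 48 h the paper has about 160 (Fig. 2) and 98 were counted. DESeq2, with 150, fits of only the groups compared, with 133, and leaving out 2014_274, with 223, closed the gap. On L100 at 48 h the paper has about 530 (Fig. 2) and 292 were counted, and only leaving out 2014_274, with 580, closed the gap among these alternatives. The 33 libraries, chosen after seeing the values, gave 94, 63, 195 and 586. With DESeq2, RLE normalization or only the groups compared, also chosen after seeing the values, these libraries gave 98, 93 and 59 on G90-L10 at 24 h, 77, 64 and 28 on G90-L10 at 48 h, 215, 195 and 145 on G75-L25 at 48 h, and 600, 589 and 525 on L100 at 48 h. Of these only the 28 did not close the gap.

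Of the DE genes the paper counts 12 as mutated, and 6 were counted here. With the 650 published genes in place of the DE genes counted here, against either background, 12 were counted. Another background or exon mutations alone did not close the gap. The 33 libraries, chosen after seeing the values, gave 15.

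For the median of cluster D+ on L100 at 48 h the paper shows about -4.6 (Fig. 3, read by eye), and -1.70 was found here. Leaving out 2014_274 gave -4.54 and closed the gap, while a mean in place of the median (-1.93) and a ratio of mean normalized counts (-1.76) did not. The 33 libraries, chosen after seeing the values, gave -4.54.

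The log2 fold changes of Additional file 3 differ for 7 of the named values. For BGL1 on G75-L25 at 48 h the paper's value is 0.201 and -0.12 was found here, and 0.20 without 2015_431. For XYN2 on G75-L25 at 24 h the paper's value is 0.319 and -0.09 was found, and 0.31 without 2015_430. On L100 at 48 h the paper's values are -4.191 for ID 22459, -4.227 for ID 23171, -6.463 for ID 74282, -3.845 for ID 103458 and -4.449 for ID 122127, and -0.77, -1.09, -3.34, -0.76 and -0.69 were found here. Without 2014_274 they were -4.12, -4.21, -6.38, -4.05 and -4.49, where ID 103458 has at most 3 counts in each of the other 5 L100 libraries, so that its fitted value is no bound. No other alternative set before the data were examined closed these gaps. For the 33 libraries, chosen after seeing the values, they were 0.20 and 0.31 for BGL1 and XYN2 and -4.12, -4.21, -6.38, -4.06 and -4.49 on L100. DESeq2, RLE normalization and only the groups compared on these libraries, chosen after seeing the values, closed the same gaps, with BGL1 at 0.19 in each.

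The paper describes most genes of the uneven cluster as higher on G75-L25 than on G90-L10 and L100. In the direct comparison of the mixtures 0 genes were DE at either time, with 1251 genes at an unadjusted p below 0.05 at 24 h and 1307 at 48 h. Among the 53 genes of the cluster over the 33 libraries, chosen after seeing the values, G75-L25 had the highest fold change in 41 at 24 h and 38 at 48 h. At an adjusted p below 0.05 it was above L100 in 19 and 25 of them, and above G90-L10 in 2 and 0, with 12 at an unadjusted p below 0.05 at each time. For the 36 libraries it was highest in 25 and 37, above L100 in 8 and 17, and above G90-L10 in 0 at both times, with 3 and 2 at an unadjusted p below 0.05. DESeq2 on the 33 libraries, chosen after seeing the values, gave 3 at 24 h, of which ID 106936 is in that cluster.

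The paper gives *cel3e*, *bgl1* and *cel1b* as most raised on G75-L25. At 24 h *cel3e* changed more on L100, by 2.32, than on G75-L25, by 2.12 over the 33 libraries and 1.94 over the 36. It was higher at 48 h on G75-L25 than on L100, by 0.61 over the 33 libraries (adjusted p = 0.0147). For *bgl1* the change was highest on G75-L25 at 24 h, with 2.31 against 0.97 on G90-L10 and 1.22 on L100 over the 33 libraries and 1.97 over the 36. Against G100 it was not raised at 48 h, with 0.20 on G75-L25 over the 33 libraries (adjusted p = 0.739) and -0.12 over the 36. For *cel1b* at 24 h the changes were 2.11 on G75-L25 and 2.00 on L100 over the 33 libraries, and 1.94 and 2.00 over the 36. At 48 h they were 1.32 and 1.24 over the 33, and 1.25 and 1.02 over the 36. The paper gives CEL12A, CEL61B and BXL1 the same profile. The log2 differences of G75-L25 from L100 over the 33 libraries were 0.36 for CEL12A, 0.30 for CEL61B and 0.07 for BXL1 at 24 h, and -0.03, 0.78 and -0.01 at 48 h, each with a standard error from 0.20 to 0.57.

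The paper places *crt1* in its strongly raised group, whereas Additional file 3 lists CRT1 in cluster U-. It counts *cel1a* among the weakly lowered genes in the Discussion, and CEL1A rose by 2.86 on L100 at 24 h over the 33 libraries. The text puts *clr2* on chromosome III, and Additional file 3 on chromosome V.

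The paper reports that the number of DE genes on L100 rises from 24 h to 48 h. Here it fell over all 36 libraries, from 352 to 292, and without 2014_274 it was 419 at 24 h and 580 at 48 h. The paper describes the genes DE at 24 h as up-regulated, and 126 of the 352 genes DE on L100 were lower than on G100.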

Other observations

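The tests in this part were chosen only after the results were seen, apart from the tests of neighbouring genes and of random pairs of genes and the splits of the 33 libraries, which were chosen before.

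Splits of the libraries into groups of the same sizes were compared with the real groups, in fits of the groups compared alone and with 100 splits each, the real one included. For G75-L25 against G100, L100 against G100 and G75-L25 against L100 at 24 h, 1 split, the real one, gave as many DE genes. The same was found at 48 h for G75-L25 against G100, with 133 genes, and for L100 against G100, with 75 genes over the 36 libraries and 525 over the 33. For G75-L25 against L100 at 48 h the real count was 0, with 1863 genes at an unadjusted p below 0.05, so that 100 of 100 splits gave as many. Feed is the biological explanation that the design gives for the others, and for mixtures against pure feeds it goes together with the year in the labels. Groups with 2 libraries were not split.

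Genes of the up clusters lay next to each other in the QM6a genome more often than random lists of as many genes. They formed 67 neighbouring pairs among 328 genes, against a mean of 11.9 and at most 28 in 10000 random lists (one-sided permutation test with random lists, p = 0.0001, the smallest that 10000 lists can give). Genes of the down clusters formed 36 pairs among 317 genes, against a mean of 11.2 and at most 28 (same permutation test, p = 0.0001, again the smallest). Whether neighbours are similar copies that share reads was not tested. A regulation shared by neighbouring genes may contribute, as a hypothesis that the 67 and 36 pairs leave open.

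ID 105805, a transcription factor, and ID 105798, a transporter, were high on both mixtures and low on both pure feeds. At 24 h over all 36 libraries ID 105798 was the 1 gene whose log2 fold changes on both mixtures were above 1 against both pure feeds, with 5.21 and 3.82 against G100 on G90-L10 and G75-L25. On L100 at 24 h it had at most 3 counts in every library. Its group mean was thus at least 10.7-fold higher on G90-L10 and at least 4.04-fold higher on G75-L25 than there (largest adjusted p = 7.53e-04, edgeR). The G90-L10 libraries differed, with 0.85 CPM in 2015_420 and 7.08 CPM in 2015_422, so that the first bound rests mostly on the latter. Libraries of the pure feeds reached 0.583 CPM. At 48 h there were 0 such genes, and 1 at a threshold of 0.5 on the log2 fold change. In the 33 libraries there were 2 at 24 h, IDs 105805 and 105798, and 6 at 48 h, IDs 76374, 105222, 105805, 122084, 105798 and 110117, named after their values were seen, with log2 fold changes from 1.08 to 4.35. These leave out ID 105798 against L100, where it was again at the floor. Its group means were at least 19.4-fold and 8.31-fold higher on G90-L10 and G75-L25, with 1.05 CPM in 2015_421 and 7.72 CPM in 2015_423 on G90-L10. All mixture libraries are labelled 2015 and all pure feeds 2014, so that the feed and the year cannot be told apart for these genes. Of the 12 libraries labelled 2015, 2 lay within the range of the 24 labelled 2014 for both genes, and they are 2015_430 and 2015_431.

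With library size alone, all genes of L100 moved downwards against G100. A few genes take a larger share of the counts on L100, with the 10 most abundant genes at 27.6% or more outside 2014_274, which had 9.86%, and at most 8.96% on G100. This share is consistent with the shift, and the biological difference behind it is the feed itself.

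A variation shared by most genes is argued against as the source of the correlation of XYR1 and CLR2 over the 33 libraries, since 0.91% of 9998 random pairs of genes had a correlation as large. This share was 37% for XYR1 and Tr-PRO1, 5.44% for CLR2 and ACE3, 2.78% for XYR1 and ACE3 and 2.51% for CLR2 and CBH1. For the other pairs it lay from 0.1 to 1.52%. For CLR2 and ACE3 such a variation is therefore not excluded. Libraries of a group may still share a variation among the genes that lactose raises, which the random pairs do not exclude, since 0.91% counts pairs of all kinds.

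Among the 542 genes whose response to L100 changed between the times over the 33 libraries, 391 are outside the 650 genes of Additional file 3, 200 with a higher and 191 with a lower log2 fold change at 48 h. In U+ 23 of 24 such genes fell and in the uneven cluster 18 of 18, while in U- 28 of 31 rose. In D- 64 of 69 and in D+ 8 of 9 fell further. Clusters were made by the authors from fold changes of the same libraries, so these counts are not independent of them.

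The fold changes of L100 at 48 h in Additional file 3 come closest to the libraries without 2014_274, although less closely than those of the other groups. If 6 libraries had been averaged, the values of a sixth library can be computed for 644 genes. They correlated with the other 5 libraries with r from 0.971 to 0.989 and with 2014_274 with r = 0.609, across genes, which are not independent replicates. The Methods of the paper give each gene of the network 32 log2 ratios, of each replicate of a test condition against each pure-feed reference. All 36 libraries give 36 such ratios, the libraries without 2015_430 and 2015_431 give 32, and without 2014_274 as well they give 31. Which library the paper used in place of 2014_274, if any, was not tested further.

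Other genes that the paper names in its Results had these log2 fold changes on L100 over the 33 libraries at 24 h and 48 h. They were 4.37 and 2.85 for XYN6, 5.01 and 4.46 for CIP1, 2.58 and 2.42 for GAR1, 3.17 and 2.80 for the helicase ID 35202, and -1.50 and -2.13 for RES1. At 48 h over the 36 libraries they were 2.61, 4.20, 2.18, 2.55 and -1.29.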
